# MicroRNA 19a replacement partially rescues fin and cardiac defects in zebrafish model of Holt Oram syndrome

**DOI:** 10.1038/srep18240

**Published:** 2015-12-14

**Authors:** Elena Chiavacci, Romina D’Aurizio, Elena Guzzolino, Francesco Russo, Mario Baumgart, Marco Groth, Laura Mariani, Mara D’Onofrio, Ivan Arisi, Marco Pellegrini, Alessandro Cellerino, Federico Cremisi, Letizia Pitto

## Abstract

Holt-Oram Syndrome (HOS) is an autosomal dominant heart-hand syndrome caused by mutations in the *TBX5* gene, a transcription factor capable of regulating hundreds of cardiac-specific genes through complex transcriptional networks. Here we show that, in zebrafish, modulation of a single miRNA is sufficient to rescue the morphogenetic defects generated by HOS. The analysis of miRNA-seq profiling revealed a decreased expression of miR-19a in Tbx5-depleted zebrafish embryos compared to the wild type. We revealed that the transcription of the miR-17-92 cluster, which harbors miR-19a, is induced by Tbx5 and that a defined dosage of miR-19a is essential for the correct development of the heart. Importantly, we highlighted that miR-19a replacement is able to rescue cardiac and pectoral fin defects and to increase the viability of HOS zebrafish embryos. We further observed that miR-19a replacement shifts the global gene expression profile of HOS-like zebrafish embryos towards the wild type condition, confirming the ability of miR-19a to rescue the Tbx5 phenotype. In conclusion our data demonstrate the importance of Tbx5/miR-19a regulatory circuit in heart development and provide a proof of principle that morphogenetic defects associated with HOS can be rescued by transient miRNA modulation.

Micro-RNAs (miRNAs) are evolutionarily-conserved noncoding RNAs approximately 22 nucleotides in length, which negatively regulate gene expression by translational repression or mRNA destabilization^1^,^2^. miRNAs have been implicated in numerous diseases^3^,^4^,^5^, including cancer^6^,^7^. The hypothesis that miRNA dysregulation is part of pathophysiological mechanisms underlying heart disease was first suggested by distinctive patterns of miRNA expression discovered in healthy and diseased mouse and human hearts (reviewed in^8^,^9^,^10^). miRNAs are now demonstrated to be actively involved in all aspects of cardiac remodeling, growth, proliferation, apoptosis, conductance and contractility. Thanks to their small size, their conserved and well characterized sequences, and their ability to impact multiple mRNAs, which are often functionally related, miRNAs are able to modulate complex physiological phenotypes by fine-tuning entire functional networks and therefore are attractive potential targets for complex disease therapy^11^,^12^. Holt Oram syndrome (HOS) is an autosomal dominant disorder characterized by cardiac and upper limb abnormalities^13^. Mutations in T-box transcription factor 5 (*TBX5*) underlie this syndrome^14^,^15^. Even small perturbations in *TBX5* expression have significant effects on the HOS phenotype and modify the expression of hundreds of genes as shown in a murine model of HOS^16^,^17^. Interestingly, although TBX5 has been exclusively characterized as transcriptional activator, about 30% of the genes identified by microarray as being differentially expressed in *tbx5* haploinsufficient mice are upregulated. This result suggests that TBX5 exerts its action at least in part via indirect mechanisms, such as, for example, activation of repressors. Our working hypothesis is that miRNAs are critical negative effectors of TBX5: more specifically the peculiar ability of each miRNA to modulate many targets might contribute to expand the range of influence of TBX5 which is a pivotal gene in heart morphogenesis. In line with our hypothesis, we identified in zebrafish HOS model those miRNAs embedded in genes highly sensitive to *Tbx5* dosage. In our previous work we showed that misregulation of miR-218, has a severe impact on heart development by affecting early heart morphogenesis^18^.

In the present work we first performed massive parallel sequencing of the small RNAs in zebrafish embryos depleted for Tbx5 by morpholino injection (Tbx5-morphants). Then, by analysing the RNA profiles, we identified the miRNAs downregulated in Tbx5-morphants. Among several differentially regulated miRNAs we selected miR-19a because of its capability to significantly rescue the cardiac and pectoral fin defects caused by Tbx5 depletion and because of its capability to improve the Tbx5 morphant viability when co-injected with the morpholino against Tbx5. By *in situ* hybridization, we demonstrated that the proper expression of crucial cardiac genes is restored by miR-19a replacement. Moreover we showed, by microarray analysis, that gene expression profile of Tbx5 morphants co-injected with miR-19a mimic clusters together with WT embryos. Furthermore several miR-19 targets, some of them with relevance for cardiovascular development, are found to be up regulated by Tbx5 depletion and restored to WT condition by miR-19a co-injection.

## Results

### Tbx5a/b downregulation misregulates miRNA expression during zebrafish development

In order to identify miRNAs modulated by Tbx5, we simultaneously depleted both zebrafish Tbx5 paralogs^19^,^20^ by microinjecting embryos at 1-cell stage with morpholinos against Tbx5a and Tbx5b (MO-Tbx5a and MO-Tbx5b). These morpholinos have been already extensively used to functionally analyze Tbx5 paralogs^19^,^20^,^21^,^22^,^23^. About 70% of embryos injected with 1.5ng of MO-Tbx5a and 1.5 ng of MO-Tbx5b showed cardiac and fin defects (Fig. 1A,B). Embryos showing the typical heartstring (hts) phenotype associated to Tbx5 downregulation^18^,^23^ were manually selected at 48hpf under microscope (Fig. 1C). Total RNA was extracted from Tbx5 depleted embryos and from embryos microinjected with the same amount of control morpholino (MO-Ct)^18^. miRNA profiles were performed by next generation sequencing (NGS). 

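The NGS data comprised 1 library of Tbx5 depleted embryos with the hts phenotype and 1 library of MO-Ct injected embryos, both at 48 hpf. With 1 library per condition, none of the differences below has a replicate check. Morpholinos are antisense oligomers that block translation or splicing of the transcript they bind. By the paper, the Tbx5 depleted embryos received 1.5 ng of MO-Tbx5a and 1.5 ng of MO-Tbx5b, and the legend of Fig. 1A,B gives 3 ng of MO-Ct for the controls. The sample labels name only MO-Tbx5a, at 1.5 ng, and 1.5 ng of MO-Ct. The authors annotated the reads to the zebrafish reference of the miRBase database. They deposited the level of each miRNA as rpm, the reads of that miRNA relative to all reads assigned in the library. The deposited values list 173 miRNAs, and 51 of these entries join several loci of the same miRNA. The values of each library summed to 1000000 rpm, so they are relative to the reads assigned to the listed miRNAs. In both libraries all 173 values were whole multiples of what 1 read was worth, which gave 580312 reads for the Tbx5 morphant library and 1150157 reads for the MO-Ct library. FC was computed as the rpm of the Tbx5 morphant library divided by the rpm of the MO-Ct library, with no pseudocount. Each FC is given with a 95% interval, from the exact Clopper-Pearson interval of the share of a miRNA's reads that came from the Tbx5 morphant library. PCR copies are not independent molecules, so these intervals cover counting error only, and they compare the libraries and not the conditions. Of the 162 miRNAs listed above 0 in both libraries, 103 had an interval that excluded 1. The median FC of the 107 miRNAs above 200 rpm in both libraries was 0.910, a shift of -0.14 on the log2 scale, so an unselected miRNA also tended to be slightly lower in the Tbx5 morphant library.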

We identified 8 miRNAs with a fold change (FC) higher than 1.8 and a number of reads per million (rpm) higher than 200 of which 6 down- and 2 up-regulated in hts morphants compared to MO-Ct injected embryos (Fig. 1D). 

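The table of Fig. 1D gives the rpm of the controls, whereas its legend sets the minimum of 200 rpm in the Tbx5 depleted embryos; here the minimum was applied to the MO-Ct library. With it and a FC of at least 1.8 in either direction, 7 miRNAs passed both thresholds, 7 of them lower and 0 higher in the Tbx5 morphant library. These were miR-219, miR-7a, miR-7b, miR-19a, miR-101b, miR-15b and let-7g, and 4 of them are in Fig. 1D. Without a minimum rpm the count rose to 30, of which 27 were lower, 11 of these being listed at 0 rpm in the Tbx5 morphant library. Dividing every FC by the median FC of the well measured miRNAs gave 6 miRNAs, 4 lower and 2 higher; miR-7a, miR-19a and miR-15b then stayed within 1.8-fold, while miR-21 and miR-146a passed. Among the higher miRNAs of Fig. 1D, miR-34 had 246 rpm in the Tbx5 morphant library and 89.6 rpm in the MO-Ct library, a FC of 2.75 (95% interval 2.12 to 3.58). Its level was therefore under the minimum in the MO-Ct library and above it in the Tbx5 morphant library, where the legend sets it. The values list miR-146 as miR-146a and miR-146b. miR-146a had 2299 rpm against 1365 rpm, a FC of 1.68 (1.56 to 1.81) whose interval reached across the 1.8-fold threshold, and miR-146b had 177 rpm against 127 rpm, a FC of 1.40 (1.08 to 1.81). Of the miRNAs above 200 rpm in at least 1 library that are not in Fig. 1D, miR-21 had the largest FC, 1.67 (1.66 to 1.69), followed by miR-129 at 1.45 (1.23 to 1.71) and miR-125c at 1.36 (1.26 to 1.47). By these thresholds the paper selects the miRNAs of Fig. 1D and states that they are modulated in hts morphants, and it then follows the down-regulated ones as possible direct targets of Tbx5.

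**Figure D1:**
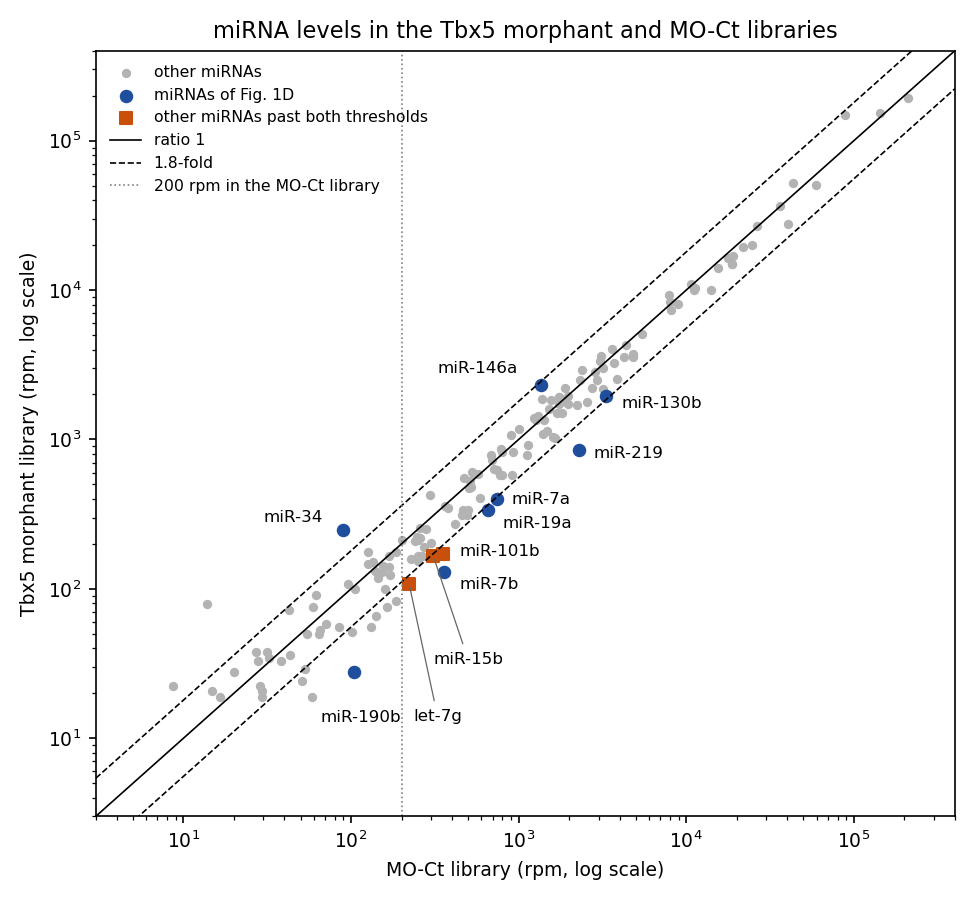
Level of each miRNA in the MO-Ct library (x axis, rpm, log scale) and in the Tbx5 morphant library (y axis, rpm, log scale), 1 point per miRNA for the 162 miRNAs listed above 0 in both libraries, with no replicates. Blue points are the miRNAs of Fig. 1D and orange squares the other miRNAs past both thresholds; miR-34 lies above the upper 1.8-fold line but left of the 200 rpm line, and miR-146a at 1.68 and miR-130b at 0.585 lie between the 1.8-fold lines.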

Next, we focused our attention on miRNAs showing down-regulation as a consequence of Tbx5 depletion, which is the premise for a Tbx5 direct regulation. 

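miR-219 was the most abundant of the miRNAs past both thresholds, with 853 rpm in the Tbx5 morphant library and 2290 rpm in the MO-Ct library, from 495 and 2634 reads. Its FC was 0.372 (95% interval 0.338 to 0.410). miR-7b had 129 and 361 rpm, a FC of 0.358 (0.276 to 0.459), the lowest of these miRNAs, although its interval overlapped that of miR-219, and miR-7a had 396 and 740 rpm, a FC of 0.536 (0.461 to 0.620). The intervals of miR-7a and miR-7b did not overlap. Their reads could have been divided between these close family members by the annotation, and their summed rpm had a FC of 0.477. miR-190b was covered by 16 reads in the Tbx5 morphant library and 120 in the MO-Ct library, which is 27.6 and 104 rpm and a FC of 0.264 (0.146 to 0.447), below the minimum of 200 rpm in both. miR-130b had 1954 and 3340 rpm, a FC of 0.585 (0.547 to 0.625), whereas miR-130a had 65.5 and 141 rpm, a FC of 0.465 (0.318 to 0.665). The lower miRNAs past both thresholds that are not in Fig. 1D had FC of 0.484 (0.385 to 0.605) for miR-101b, 0.490 (0.366 to 0.647) for let-7g and 0.542 (0.428 to 0.680) for miR-15b. The intervals of miR-7a, miR-130b, miR-101b, miR-15b and let-7g reached across 0.556, the lower 1.8-fold threshold, while those of miR-219 and miR-7b stayed below it.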

To test whether Tbx5 can induce the expression of these miRNAs, we over-expressed Tbx5 in two different mouse cardiac cell lines, P19CL6^24^,^25^ and HL1 cells^26^. We showed by qRT-PCR analysis that the expression levels of miR-219, miR-190b, miR-19a, miR-7a and miR-7b significantly increase as a consequence of Tbx5 overexpression (Fig. 1E).

### miR-19a is able to partially rescue heart/fin defects induced by MO-Tbx5

We investigated whether miR-219, miR-190b, miR-19a, 130a and miR-7b could be effectors of Tbx5 activity by testing whether the replacement of any of these miRNAs alone was able to rescue morphological defects induced by Tbx5 depletion^18^,^23^. The tool used for this screening is the transgenic *Tg(Myl7:EGFP)* zebrafish line showing EGFP-labelled cardiomyocytes. Since we had already shown that the penetrance of the MO-Tbx5b phenotype was lower compared to that of MO-Tbx5a^18^, we used only MO-Tbx5a for all the subsequent Tbx5 depletion experiments. *Tg(Myl7:EGFP)* embryos were injected with 1.5 ng of MO-Tbx5a and 0.25 ng of each miRNA mimic. Co-injection of miR-130a and miR-219 was ineffective while co-injection of miR-7b and miR-190b even worsened the Tbx5a morphant phenotypes (Fig. S1). On the other hand, doses below 1 ng of miR-19a mimic significantly reduce both cardiac and fin defects (Fig. 2A–C). Co-injection of MO-Tbx5a and non-coding miRNA mimic (miR-Ct) does not improve morphant phenotype (Fig. 2A–C).

We questioned whether the injection of miR-19a would improve the viability of Tbx5a morphants. Figure 2D shows that about 60% of the Tbx5a morphants co-injected with 0.25/0.5 ng of miR-Ct die around the 5^th^–6^th^ day of development, when the oxygen exchange by passive diffusion is no longer sufficient to sustain aerobic metabolism and a functioning circulatory system becomes necessary for survival. Less than 20% of Tbx5a morphants were still viable at the 11^th^ day of development. Conversely, more than 60% of morphants co-injected with 0.25 ng of miR-19a mimic were still alive at the 12^th^ day of development (Fig. 2D). In line with the dose-dependency of the cardiac rescue data (Fig. 2A,B), co-injection of 0.5 ng of miR-19a was less effective than a lower dose in improving viability. To explain this result we speculate that a specific dosage of miR-19a would be necessary for proper heart development. Moreover, since miRNAs are fine tuned rheostatic regulators of biological processes by targeting many mRNAs, an excessive amount of a single miRNAs can lead to nonspecific repression of unrelated mRNAs, causing a worsening of the phenotype.

Replacement of miR-19a decreased the severity of cardiac defects produced by Tbx5b depletion too, although it did not increase the number of normal embryos (Fig. 2E). This result is in accordance with the partial redundancy of zebrafish Tbx5 paralog functions^20^.

### Tbx5 modulation affects miR-17-92 cluster expression

We investigated whether Tbx5 directly regulates the expression of the miR-17-92 cluster, to which miR-19a belongs. The functional analysis of miR-17-92 members is complicated in vertebrates by the existence of several paralogs (Fig. 3A,B). However, there is only one miRNA-19a in fish as well as in human and rodent genomes^27^.

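The zebrafish gene annotation of the GRCz12tu assembly was used for names and neighbouring genes; of the 312 hairpin loci that the deposited values name, 292 matched exactly 1 of its genes. It holds 1 gene named miR-19a. In that annotation miR-17a-1, miR-18a, miR-19a, miR-20a, miR-19b and miR-92a-1 follow one another on the same chromosome, with 0 other genes starting between them. They lie within an uncharacterised long non-coding RNA gene, between the protein-coding genes gpc5a and slitrk5. The paralogous miR-92a-2, miR-18b and miR-17a-2 lie between gpc6b and slitrk5b, and miR-363, miR-19c, miR-20b and miR-18c lie between gpc3 and ccdc160. miR-25, miR-19d and miR-93 lie within mcm7. The authors' values join the loci of miR-17a and those of miR-92a in a single entry each, so reads from the miR-17-92 cluster and from its paralog could not be separated for these miRNAs. miR-19a, miR-18a, miR-20a and miR-19b each have an entry of their own.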

We scanned the genomic sequence upstream the microRNA cluster for Tbx5 consensus binding sites by TRANSFAC program^28^. A potential Tbx5 binding site was identified about 4500 bp upstream the putative transcription starting site of the miR-17-92 cluster. A sequence of 1600 bp spanning the Tbx5 binding site was cloned into the pGL3 promoter vector upstream of the luciferase reporter gene generating the pGL3-MIR construct. Transactivation assays were performed in HL1 cells transfected with different amounts of the Tbx5 expression vector and with pGL3-MIR in the presence of the pRL-TK vector as internal standard. Co-transfection of increasing doses of the pcDNA-Tbx5 resulted in a progressive increase of luciferase activity (Fig. 3C). Next, the transactivating ability of Tbx5 on the pGL3-MIR vector was compared with the capability of Tbx5 to transactivate the pGL3-Anf construct, which expresses luciferase under the control of the atrial natriuretic factor (Anf) promoter, an established direct target of Tbx5^16^. A dose of 500 ng of the Tbx5 plasmid increases the activity of the pGL3-MIR and pGL3-Anf vectors by 2.5- and 5-folds respectively (Fig. 3D). In line with this data, transfection of a siRNA able to almost halve endogenous Tbx5 expression decreased the luciferase activity both in pGL3-MIR and pGL3-Anf (Fig. 3E).

Downregulation of the miR-17-92 cluster expression in Tbx5a morphants was further supported by whole mount *In Situ* Hybridization (ISH) experiments using a riboprobe for the primary transcript of the miR-17-92 cluster. We observed that more than 30% of the MO-Tbx5a injected embryos have reduced miR-17-92 expression in the cardiac district (Fig. 3F,G). Since the first consequence of Tbx5a depletion was the lack of pectoral fins, we could not evaluate miR-17-92 cluster modulation in this district. Embryos with reduced miR-17-92 hybridization signal always showed a strong phenotype and absence of pectoral fins. More specifically, pectoral fins, whose presence is suggestive of WT-like phenotype (20% of Tbx5a-morphants, Figs S1 and S2), never showed visible reduction of the ISH signal. Overall the data are consistent with miR-17-92 cluster modulation by Tbx5a also in the cardiac tissue of intact embryos.

These data led us to investigate if the replacement of other cluster members might rescue defects generated by Tbx5a depletion. To address this issue we assayed one member for each of the miRNA families which are present within the miR-17-92 cluster: miR-18a as member of miR-17 family, miR-19b for miR-19 family and miR-92a which belongs to miR-25 family. Data presented in Figure S2 demonstrate that none of the tested miRNA was able to reduce Tbx5a morphant defects.

### miR-19a dysregulation affects zebrafish heart development

In order to investigate the effect of miR-19a dysregulation during early zebrafish development, we performed both gain- and loss-of-function experiments (GOF and LOF). Effects on heart morphogenesis and fin development were assessed by confocal analysis and bright-field microscopy, respectively. Increasing doses of miR-19a injected in *Tg(Myl7:EGFP)* embryos raised the frequency and severity of cardiac defects generated by Tbx5 depletion (Fig. 4A,B). In the less severe phenotype, only looping was affected (phenotype 1, Fig. 4A,B). Increasing the miRNA dose caused shrinkage of the ventricle, atrium bilobation and size reduction (phenotype 2, Fig. 4A,B). In the most severe phenotype, two small deformed hearts were detectable (phenotype 3, Fig. 4A,B). These hearts were still capable of contraction although with a very irregular rhythm. Strikingly, while injection of 2 ng of miR-Ct induced 20% of unlooped hearts, more than 50% of the miR-19a injected embryos presented cardiac defects of variable severity (Fig. 4B). The lowest dose of 0.13 ng, which was able to rescue the Tbx5a morphant phenotype (see Fig. 2A,B) did not cause any apparent cardiac defects (Fig. 4B). Fin lack or defects were never detected in miR-19a overexpressing embryos.

To evaluate the impact of miR-19a dysregulation on vascular integrity we also injected miR-19a mimic in *Tg(flk1:EGFP;myl7:dsRED)* transgenic line. Doses up to 1 ng of miR-19a mimic did not cause visible alterations in vascular structures (Fig. S3).

We performed LOF experiments using a specific morpholino to block the activity of miR-19a (MO-19a),with a non-coding morpholino as control (MO-Ct). Even a high dose (10 ng) of MO-19a did not affect embryo morphology (Fig. S4A,B) but it was able to rescue the morphological defects caused by miR-19a over-expression (Fig. S4C). We speculate that if miR-19a and Tbx5 are part of the same pathway, their LOF effects should be synergic. We injected *Tg(Myl7:EGFP)* embryos with 0.5 ng of MO-Tbx5a. This is a sub-phenotypic dose which generates less than 20% of mild cardiac defects and 10% of embryos without pectoral fins (compare Fig. 4C,D with Fig. 2A,C). Co-injection of the sub-phenotypic dose of MO-Tbx5a with 8 ng of MO-19a strongly increased the number of heart and pectoral fin defects suggesting a synergistic interaction between miR-19a and Tbx5a. Although miR-19a down-regulation alone was not sufficient to trigger the HOS phenotype in zebrafish, these data indicate that dysregulation of miR-19a level impacts heart development.

### Genome-wide analysis of miR-19-induced rescue of Tbx5 morphants

To characterize the impact of miR-19a on molecular HOS phenotype, we focused on cardiac markers known to be deregulated in Tbx5a morphants/hts mutants. The Tbx5 target natriuretic peptide precursor A (Anf)^29^ and the sinus venosus (SV)- atrioventricular junction (AVJ) differentiation marker bmp4^30^ have been previously shown to decrease their expression after Tbx5a depletion^20^,^23^. On the other hand, notch1b and versican a (Vcana) showed expanded expression compared to the WT in which the expression is restricted to the AVJ^18^,^20^,^30^. Vcana and bmp4 were also exploited as pectoral fin development markers because of their expression in the apical district and within the fin buds in case of bmp4^30^,^31^. A high percentage of Tbx5a morphants co-injected with miR-19a mimic showed at 48hpf a recovered expression of the tested genes in both, cardiac and fin districts (Fig. 5). In addition, the recovery of the WT expression of the proepicardial markers Tbx18 and Wt1a indicates that the replacement of miR-19a is able to rescue the absence of proepicardial specification which is a feature of hts mutants^32^ (Fig. 5). We also analyzed the effect of miR-19a co-injection on valve morphology using the hemizygous *Tg(tie-2:GFP)* line, which allows to visualize the valve tissue. While alteration of Tbx5 expression causes an expansion of Tie2 expression in zebrafish embryos^18^, miR-19a replacement was able to restore the Tie2 expression in a high percentage of Tbx5a morphant*s* (Fig. S5).

Furthermore, we explored the impact of miR-19a replacement at the global gene expression level, by comparing the microarray profiles of 24hpf zebrafish embryos co-injected with MO-Ct and miR-Ct (WT phenotype) to the profiles of MO-Tbx5a morphants co-injected with miR-Ct (hts phenotype), or with miR-19a (rescued phenotype). We first investigated the overall relationship between sample expression profiles using unsupervised hierarchical clustering analysis based on probe intensity signals. The dendrogram in Fig. 6A shows that, at probe-level, the genome-wide expression profile of rescued embryos is more similar to embryos with WT phenotype rather than to embryos presenting the hts phenotype. The reliability of the obtained cluster was confirmed by bootstrap analysis^33^ (see Fig. 6 legend and Supplementary Methods for details). In addition we employed principal component analysis (PCA) of probes log-transformed expression values to elucidate the main sources of variation. In the space of the first two principal components (PCs), which account for 61% (PC1) and 19% (PC2) of the total variance, the biological replicates of the three conditions were well-separated (Fig. 6B). PC1 discriminates *hts* from WT while rescued embryos are close to the WT on this axis (Fig. 6B). PC2 instead discriminates WT from morpholino-injected embryos independently from the miR-19a status.

Next, we measured the impact of Tbx5a depletion on the global gene expression patterns of embryos treated and untreated with miR-19a. We first identified genes that were differentially expressed (expression FC > 1.3, p < 0.05, FDR < 0.05) in MO-Tbx5a morphants compared to the MO-Ct. Then we intersected the identified genes with the set of differentially-expressed genes in embryos with rescued profiles compared to MO-Tbx5a morphants. We found 4963 genes, corresponding to 59,6% of the gene set altered in MO-Tbx5a embryos, that had significant changes in their expression in rescued embryos. Those genes and their log2 FC are shown in Fig. 6C. Interestingly, most of them (98,7%) resulted inversely modulated (see IIQ and IVQ in Fig. 6C) and their relative expression levels were highly anticorrelated (Pearson R^2^ = −0.9, p < 2.2e^−16^). Since those genes are both direct and indirect targets of miR-19a, in order to identify putative direct targets, we focused on transcripts down-regulated in miR-19a-coinjected Tbx5 morphants vs Tbx5 morphants (IIQ). Among the targets predicted by two algorithms (TargetScanFish and Pita) we found 293 transcripts (shown in red in Fig. 6C, Table S1) which were not only down-regulated in MO-Tbx5 + miR-19a embryos compared to MO-Tbx5 morphants, but also up-regulated in Tbx5 morphants vs control embryos. These transcripts represented an enriched subset (hypergeometric test p = 0.0001) compared to the background of predicted miR-19a targets for all expressed transcripts measured using the array. On the other hand, the number of predicted putative miR-19a targets in the IVQ (transcripts downregulated in MO-Tbx5 morphants and upregulated by the presence of miR-19a) is below the expected background frequency (hypergeometric test p < 2.2e^−16^). Furthermore, to evaluate the influence of modulated miR-19a targets on discriminating between *hts* and WT phenotypes, we selected from PCA the probes with the relative highest absolute loadings (10^th^ percentile) along the PC1. We then selected 7834 probes, accounting for 49.1% of the total weight. These probes corresponded to 5552 unique genes and all the 293 predicted mir-19a targets were included in this list. The most significantly represented biological processes (p < 0.001) in this gene set, based on Gene Ontology (GO) classification^34^ were developmental process, multicellular organism and anatomical structure development (Fig. S6).

Q-RT-PCR analysis performed on 7 selected genes validated the array results (Fig. S7A). Among them the cardiac regulators MEF2Ca and Camk2n1a were tested by means of Dual Luciferase assays carried out on cloned 3’UTR. The ability of miR-19a to reduce the luciferase activity in a dose-dependent manner support its direct control on these crucial cardiac genes (Fig. S7B).

## Discussion

In summary, our data indicate that miR-19a acts as a Tbx5 negative effector regulating several aspects of cardiovascular development.

Despite substantial progress in the comprehension of main roles played by transcription factors in cardiac development, there are gaps in our understanding of the interconnections between cardiogenic transcription factors and their downstream effector genes. Tbx5 is a crucial player in heart development. A network of cardiac transcription factors has been suggested as responsible of the complex Tbx5-dependent regulation^17^. In this work, using zebrafish as HOS model system, we show that miR-19a has a crucial role in the Tbx5 regulatory network. 

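In the NGS data of the Tbx5 depleted embryos with hts phenotype, miR-19a had 339 rpm, against 658 rpm in the MO-Ct injected embryos, from 197 and 757 reads. The FC was 0.516 (95% interval 0.439 to 0.604, counting error only), so the interval excluded 1 but reached across the 1.8-fold threshold. The closest relatives of miR-19a were lower as well, miR-19b, miR-19c and miR-19d together having a FC of 0.654 (0.609 to 0.702). Reads of these near-identical miRNAs could have been divided between their names by an annotation that allowed 2 mismatches. A move of reads from miR-19a to the other names should have raised these, but they were lower, which argues against it as the whole cause. How far the FC of miR-19a itself depends on the division stays open. After rescaling by the median FC of the well measured miRNAs, miR-19a had a FC of 0.567, and with the rpm of the family summed it had 0.627, both within 1.8-fold.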

We found that miR-19a is down-regulated in Tbx5 depleted zebrafish embryos and that Tbx5a modulation affects the expression of the miR-17-92 cluster, which hosts miR-19a. Importantly, we showed that modulating miR-19a levels partially rescues cardiac and pectoral fin defects due to Tbx5 downregulation and increases the viability of Tbx5 morphants.

The miR-17-92 cluster has been largely studied as oncogene in tumor and, more recently, its role in cardiovascular system has been also highlighted^35^,^36^. This cluster plays a role in angiogenesis^37^ and it is able to induce cardiomyocyte proliferation in post-natal and adult hearts^38^. While Ventura in 2008 showed that deletion of miR-17-92 in mice causes ventricular septal defects, Danielson *et al*., in 2013 observed that overexpression of this cluster in cardiac and smooth muscle tissues induces dilated, hypertrophic cardiomyopathy, and arrhythmia^27^,^39^. These data highlight the importance of this cluster in regulating cardiac development. Moreover, very recently, Han *et al*.^40^ reported also forelimb defects in miR-17 ~ 92 deleted mice. More specifically, limb and digit malformations are some of the consequences of monoallelic microdeletions involving the miR-17 ~ 92 cluster in a subset of individuals with Feingold syndrome^40^,^41^.

Our data show that, although Tbx5 is able to modulate the miR-17-92 cluster, only miR-19a is effective in rescuing cardiac and fin defects of Tbx5a morphants. Also mir-19a is the only member of the miR-17-92 cluster which resulted significantly decreased in the NGS analysis by Tbx5 depletion. This difference among miRNAs of the same cluster might be due to the extensive post-transcriptional regulation which characterizes miRNA maturation^42^,^43^.

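All 6 members of the miR-17-92 cluster were listed in both NGS libraries, and their FC ran from the value of miR-19a up to 0.923 (95% interval 0.895 to 0.951) for miR-92a. miR-19b had a FC of 0.625 (0.569 to 0.685), miR-18a of 0.650 (0.592 to 0.713), miR-20a of 0.713 (0.692 to 0.735) and miR-17a of 0.771 (0.733 to 0.810). All 6 were thus below 1, but relative to the median FC of the well measured miRNAs miR-92a was not lower. Only miR-19a was past the 1.8-fold threshold as deposited, and after that rescaling none of the 6 was. The median log2 FC of the cluster was -0.55, at percentile 0.155 of 10000 random lists of 6 miRNAs of similar level, and -0.49 without miR-19a, at percentile 0.93. Random lists take miRNAs as independent, whereas the cluster members are neighbours and miR-19a and miR-19b are of one family. These percentiles may therefore overstate how rare such a median is. The split of reads between the libraries was compared between miR-19a and each other member by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 5 comparisons, which compares these libraries and not the conditions. The adjusted p was 4.76e-13 against miR-92a, 2.30e-06 against miR-17a, 8.00e-05 against miR-20a, 0.0166 against miR-18a and 0.0418 against miR-19b. The joined entries of miR-17a and miR-92a also contain reads of the paralogous loci. Among the other members of the paralogous clusters the FC ran from 0.608 (0.474 to 0.774) for miR-19d to 0.980 (0.934 to 1.03) for miR-93. miR-93 and miR-20b, at 0.9497 (0.897 to 1.01), had intervals that included 1, and both were above the median FC of the well measured miRNAs.

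**Figure D2:**
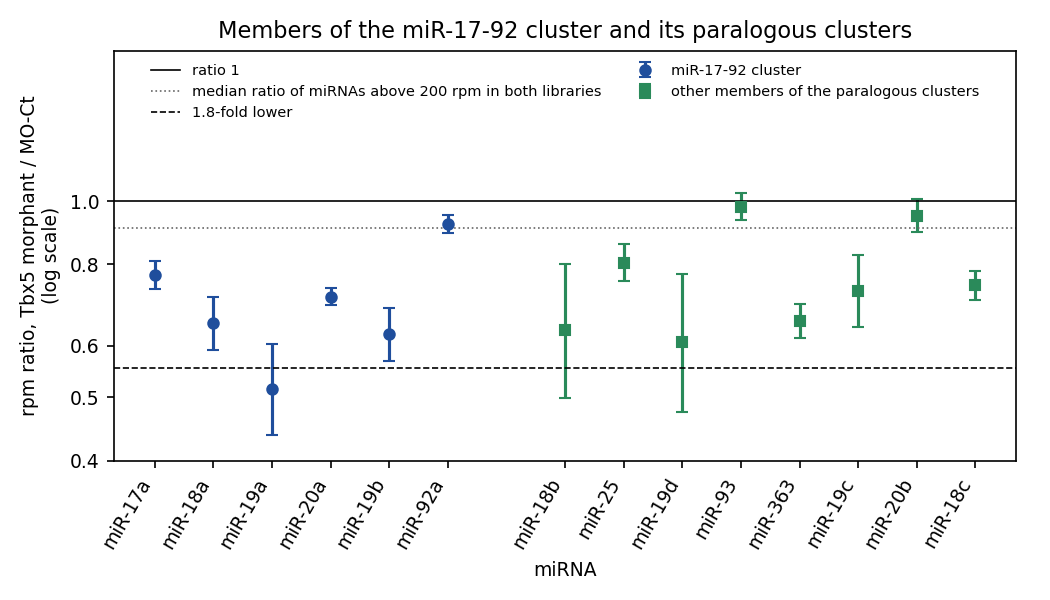
FC (y axis, rpm ratio of the Tbx5 morphant to the MO-Ct library, log scale) of each member of the miR-17-92 cluster (blue circles) and of the other members of its paralogous clusters (green squares), with exact 95% intervals from counting error, 1 library per condition. The dotted line is the median FC of 0.910 of miRNAs above 200 rpm in both libraries; miR-19a is the only point below the dashed 1.8-fold line, and miR-92a, miR-93 and miR-20b lie above the dotted line.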

In accordance with a cardiac role of the miR-17-92 cluster, we showed that dysregulation of miR-19a levels alters heart development. Overexpression of miR-19a induces defects of dose-dependent severity ranging from looping defects to cardia bifida (F 4A,B). Recently, overexpression of miR-19b has been shown to impact left-right symmetry and cardiac development of zebrafish embryos; inhibition of the Wnt signaling pathway by miR-19b direct ctnnb1 targeting has been indicated as its possible mechanism^44^. However, in our data the expression of ctnnb1 results unchanged in Tbx5a morphants and it is not decreased by co-injection of miR-19a modulation.

Downregulation of miR-19a by morpholino microinjection was ineffective even using very high doses (10 ng) of MO-19a. In line with this results, Han *et al*., characterizing an allelic series of genetically engineered mice harboring selective targeted deletions of individual components of the miR-17 ~ 92 cluster, showed that the cardiac defects observed in the miR-17~92–null mice^27^ were only detected upon deletion of the entire cluster^40^. A minimal effect of miRNA-mediated loss of function is frequently observed in experimental approaches^45^,^46^,^47^. An explanation for this phenomenon might be the existence of compensatory mechanisms which re-balance a regulatory network when the expression of a single component is slightly altered^47^. However, a general observation is that the miRNA effect can become evident in conditions of stress or injury which causes a strong unbalance^48^,^49^. Our experiments performed with sub-phenotypic doses of MO-Tbx5a (Fig. 4C,D) are in line with these data and support the hypothesis of synergism between miR-19a and Tbx5a in zebrafish.

At genome-wide level, we showed that miR-19a injection is able to rescue the global gene expression profile of Tbx5 morphants while microarray data clearly demonstrate that more than a half of the genes altered by Tbx5a depletion are affected by miR19a. Furthermore, the majority of transcripts significantly upregulated in MO-Tbx5a vs. WT embryos are significantly downregulated in MO-Tbx5a + miR-19a vs. Mo-Tbx5a (Fig. 6C, IIQ) and viceversa (Fig. 6C, IVQ). The remarkable impact that miR-19a has even at the global gene expression level was supported by the observation that putative miR-19a targets are enriched in transcripts upregulated in MO-Tbx5 vs. WT embryos and downregulated by miR-19a co-injection (Fig. 6C, IIQ) compared to the other classes of modulated transcripts.

Among these putative targets MEF2CA, a transcription factor which physically interacts with Tbx5 to synergistically activate gene transcription^50^, has nine putative miR-19 binding sites, making it the best candidate among miR-19a targets. Increasing MEF2C levels in the presence of a Tbx5 decrease might generate a strong unbalance between these two interacting TFs. It has been demonstrated that the relative levels of crucial cardiac TFs working within complexes can be more important for heart development than the absolute levels of these regulators: disruption of these dosage-sensitive interactions could be one of the mechanistic cause of CHDs^51^. Besides MEF2CA, also MEF2AA, which is expressed in zebrafish embryonal cardiomyocytes and it is required for cardiac contractility^52^, is anti-regulated by miR-19. Camk2n1a, an inhibitor of the calcium/calmodulin-dependent protein kinase II(CaMKII), might be also a strong candidate target. CaMKII is necessary for proper heart and fin development and its expression has been shown to be dependent on Tbx5 activity^53^. More specifically, Tbx5 might affect CaMKII expression by acting on its inhibitor through miR-19a modulation. Indeed, dual luciferase assays performed with reporter plasmids carrying the cloned sequences of the MEF2CA-and Camk2n1a-3’UTR support the miR-19a direct control (Fig. S7B). We also identified several potassium and sodium channel forming proteins such as SCN8aa, cacna1ab and kctd8, kctd12.2, kctd15b, this observation is in line with the important role played by Tbx5 in cardiac contractility^54^,^55^. Moreover, the selection of putative miR-19a targets includes also a number of chromatin remodeling proteins (Smarca2, Smarcc1a, Hmga1b, DNMT4, Kdm5ba and Wdr5).

As a whole,these results indicate the complexity of miR-19a functions and its crucial role in the Tbx5 regulatory circuit. Besides providing a tool for identifying new possible targets for HOS, our study in principle shows that modulating miR-19a can positively impact cardiac defects associated with a reduced dosage of Tbx5.

## Materials and Methods

More details can be found in SI Materials and Methods

### ZebrafishLines

Wild-type AB, *Tg(flk1:EGFP), Tg(Myl7:EGFP)* and *Tg(Tie2:GFP)* lines were used in these studies. Zebrafish were raised and maintained under standard laboratory conditions (Westerfileld M zebrafish book) in Zebrafish Housing Systems (Tecniplast, Varese, Italy).

The zebrafish facility, where all the experiments have been performed, is part of the CENTRO di BIOMEDICINA SPERIMENTALE (CBS) of the Area della Ricerca del CNR, Via Moruzzi 1, 56124 Pisa. The zebrafish facility has been authorized by the Italian Ministry of Health with the authorization n°297/2012-A of the 12/21/2012.

The corresponding author declares that all the methods were carried out in accordance with the approved guidelines and that all experimental protocols were approved by the Italian Ministry of Health. Moreover all the technitians and researcher who take care of the animals and perform the experiments are appropriately trained by attending specific courses.

### Microinjection

One-cell stage embryos were injected with a constant injection volume (1 nl, confirmed by volume analysis) using a microinjector (Tritech Research, Los Angeles CA USA). The miRNA mimics used are listed in Table S2.

### Morpholinos

MO-Tbx5a and MO-Tbx5b (Gene Tools) were already described in^18^. The morpholino targeting miR-19a and MO-Ct are the following: MO-miR-19a, CATCAGTTTTG CATAGATTTGCACA; MO-Ct, CCTCTTACCTCAGTTACAATTTATA.

## Additional Information

**How to cite this article**: Chiavacci, E. *et al*. MicroRNA 19a replacement partially rescues fin and cardiac defects in zebrafish model of Holt Oram syndrome. *Sci. Rep*. **5**, 18240; doi: 10.1038/srep18240 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
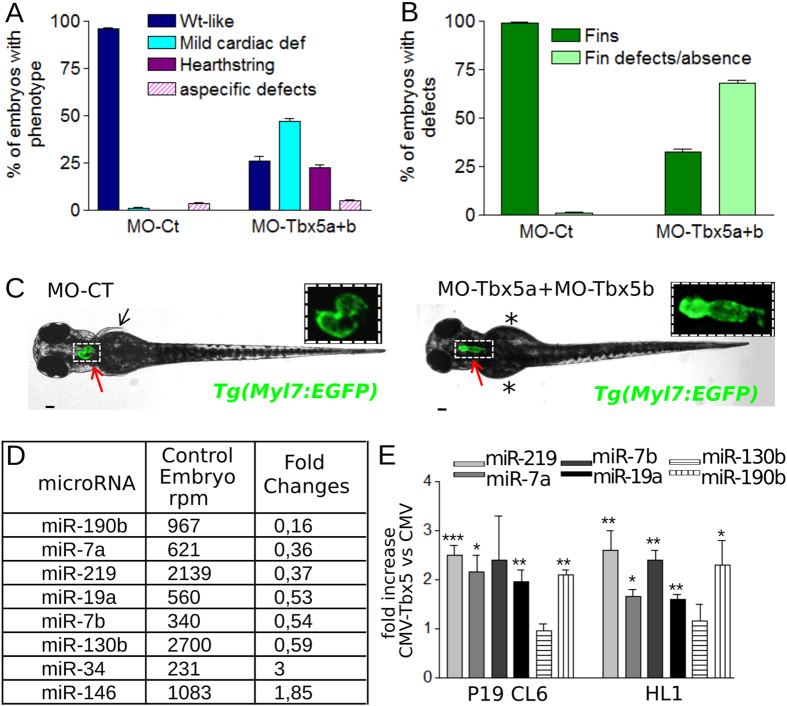
Tbx5a/b downregulation dysregulates miRNA expression during zebrafish development. (**A,B**) Cardiac (**A**) and fin (**B**) analysis of 72 hpf embryos injected with 3 ng of MO-Ct or 1.5 ng of MO-Tbx5a and 1.5 ng of MO-Tbx5b. (**C**) Images representative of WT-like and heartstring *Tg(Myl7:EGFP)* morphants at 72 hpf. Red and black arrows point to heart and fins, respectively. Stars mark fin absence. Scale bar 100 μm. Heart higher magnification in insets. (**D**) List of miRNAs that showed a positive or negative fold change ≥1.8 and a number of reads per million (rpm) higher than 200 in the Tbx5 depleted embryos (MO-Tbx5a + MO-Tbx5b). (**E**) QRT-PCR analysis of mouse P19CL6 proliferating cells or HL1 cells 48 hrs after transfection with Tbx5 expressing vector or with an empty vector. t-test was used for statistical analysis.

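The minimum of 200 rpm corresponded to 116 reads in the Tbx5 morphant library and to 230 reads in the MO-Ct library. Of the 173 miRNAs, 108 were above it in the Tbx5 depleted embryos and 116 in the MO-Ct injected embryos. With the minimum applied to the Tbx5 depleted embryos, 4 miRNAs had a change of at least 1.8-fold, 3 lower (miR-219, miR-7a and miR-19a) and 1 higher (miR-34). With the minimum applied to both libraries the 3 lower ones passed, and with the minimum met in at least 1 library the count was 8, of which 7 were lower and 1 was higher.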

**Figure 2:**
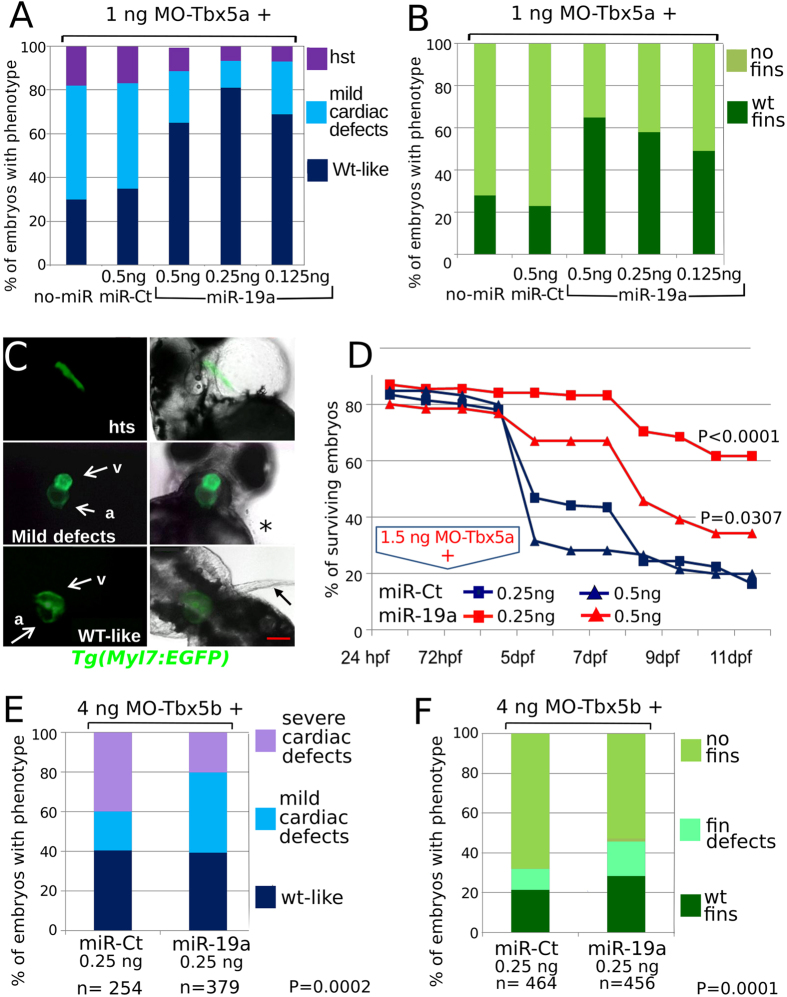
miR-19a mimic is able to partially rescue heart/fin defects induced by MO-Tbx5. (**A–C**) Analysis of 72hpf Tbx5a morphants. miR-19a or miR-Ct mimics, at the reported doses, were co-injected with 1.5 ng of MO-Tbx5a in *Tg(Myl7:EGFP)* embryos. The percentage of embryos with the indicated heart (**A**) or pectoral fin (**B**) defects was averaged across multiple independent experiments carried out in double blind. The total number of analyzed Tbx5 morphant embryos were as follows: not co-injected n = 100; miR-Ct co-injected n = 272 (0.5 ng), n = 214 (0.25 ng), n = 164 (0.125ng); miR-19a co-injected n = 200 (0.5ng), n = 132 (0.25 ng), n = 260 (0.125 ng). For each miR-19a mimic dose, the equivalent dose of miR-Ct was always injected as control. For all tested doses, differences between miR-Ct and miR-19a were significant (Fisher’s test P < 0,0001). In (**C**) images representative of the different phenotypes. Red scale bar = 10 μm, hts, heartstring; v, ventricle; a, atrium. White arrows indicate cardiac chambers, black arrow and star indicate fin presence and absence respectively. (**D**) Embryos injected with the indicated mix of morpholino and miRNA mimics were followed for 11 days, daily recording the number of surviving embryos. Curves were compared by long-rank test analysis. The total number of analyzed embryos were as follows: miR-Ct co-injected n = 60 (0.5 ng), n = 116 (0,25 ng); miR-19a co-injected n = 71 (0,5 ng), n = 97 (0,25 ng). (**E,F**) Analysis of 72hpf Tbx5b morphants co-injected with 4 ng of Tbx5b morpholino and 0.25 ng of miR-19a or miR-Ct mimics. hts: heartstring phenotype; mild defects: general cardiac defects; WT: wild type heart. NO fins: pectoral fins absence, WT fins: wild type pectoral fins.

**Figure 3:**
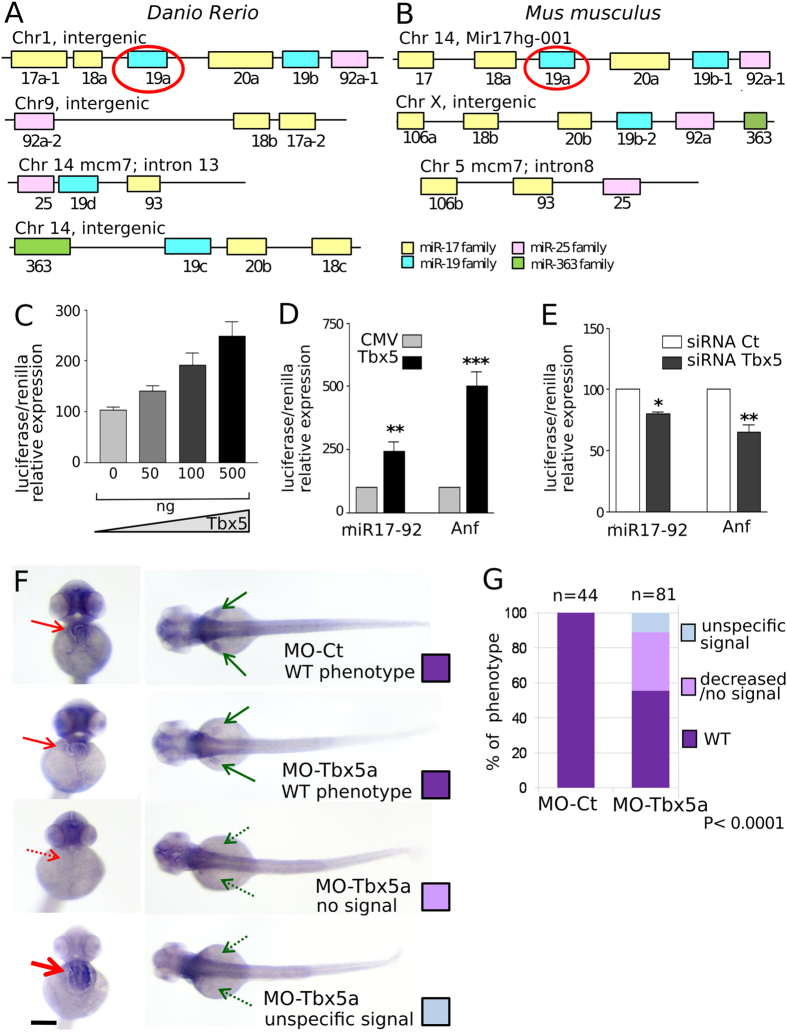
Tbx5 modulation affects miR-17-92 cluster expression. (**A,B**) Schematic representation of miR-17-92 paralogs in zebrafish and mouse. The color code identifies miRNAs of the same family. (**C**) Relative Luciferase/Renilla activity in HL1 cells transfected with pGL3-MIR (containing a fragment of 1600 bp of miR-17-92 cluster promoter upstream of the luciferase reporter gene) and the pRL-TK renilla vector in the presence of increasing doses (0–500 ng) of pCMV-Tbx5 vector; (**D,E**) Relative Luciferase/Renilla activity in HL1 cells transfected with 500 ng of pGL3-MIR or 500 ng of pGL3 vector containing the Anf promoter (Anf) in the presence of (**D**) 500 ng of CMV-Tbx5 or the empty CMV vector; (**E**) Tbx5 specific siRNA (siRNA-Tbx5) or nonspecific siRNA (siRNA Ct). The y-axis represents fold activation of reporter normalized by a dual-luciferase system. t-test was used for statistical analysis *P < 0.05. (**F**) miR-17-92 cluster ISH on 72 hpf embryos injected with 1.5 ng of MO-Ct or 1.5 ng of MO-Tbx5a. Examples of the different phenotypes observed in the Tbx5 morphants are shown. Red and green arrows indicate heart and fins, respectively. Dashed arrows highlight the absence of expression, thicker arrow indicates over-expression. Scale bar 100 μm. (**G**) Quantification of the different phenotypes as in (**F**). A color code is used to identify the different phenotypes: only the WT (purple) phenotype is present in embryos injected with MO-Ct (upper panel of 3F), while 3 different phenotypes are recognizable in embryos injected with MO-Tbx5a. Fisher’s test P value is reported. n, numbers of embryos analyzed.

**Figure 4:**
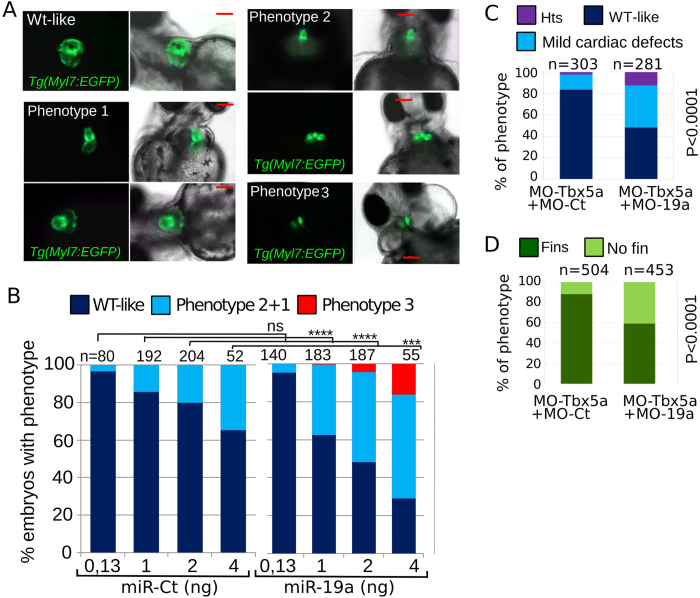
miR-19a dysregulation affects zebrafish heart development. (**A,B**) *Tg(Myl7:EGFP)* embryos were injected with increasing amounts of miR-Ct or miR-19a mimics. (**A**) Images of representative 72 hpf *Tg(Myl7:EGFP)* embryo phenotypes. (**B**) Percentage of embryos with the indicated phenotypes, averaged across multiple independent experiments carried out in double blind. (**D,E**) Phenotypes of 72 hpf *Tg(Myl7:EGFP)* embryos co-injected with 0.5 ng of MO-Tbx5a and with 8ng of MO-19a or MO-Ct. N, total numbers of analyzed embryos. Scale bar 100 μm. hts: heartstring phenotype; mild defects: general cardiac defects; WT: wild type heart. NO fins: pectoral fins absence, WT fins: wild type pectoral fins. P values by Fisher’s test.

**Figure 5:**
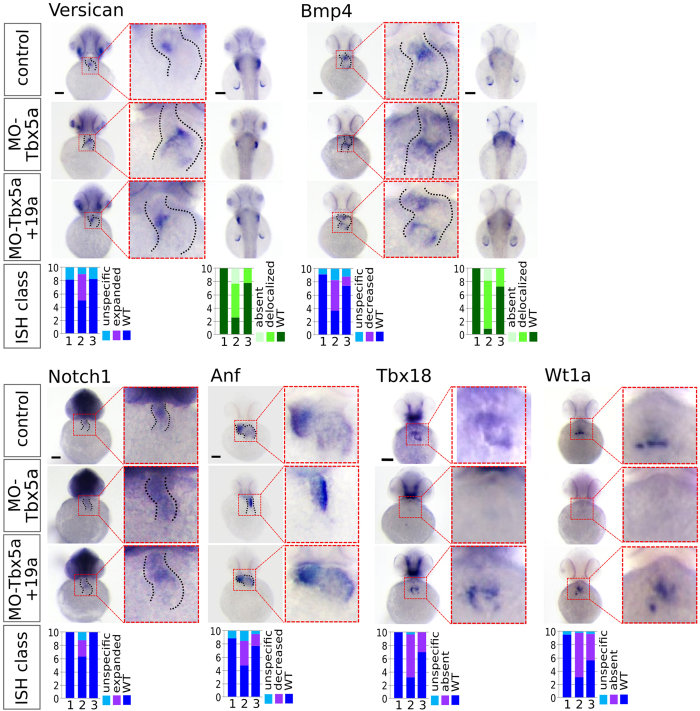
miR-19a replacement partially rescues cardiac marker expression in Tbx5 morphants. WT embryos were co-injected with 1.5 ng of MO-Tbx5a and 0.25 ng of miR-Ct (MO-Tbx5a) or 0.25 ng of miR-19a mimics (MO-Tbx5a + miR-19a). WT embryos co-injected with 1.5 ng of MO-Ct and 0.25 ng of miR-CT were used as control. At 48 hpf, 15–20 embryos from each thesis were fixed for ISH analysis. A small number of embryos were also grown up to 72 hpf and screened by optical microscopy to verify that the percentages of embryos with cardiac defects and fin absence were the expected. Whole mount ISH. Ventral view of 48hpf embryos is shown. For versicana and bmp4 probes, dorsal view is also shown (right side) to highlight the fin bud (only bmp4) and fin apical fold signals. Black scale bars:100 μm. At bottom of the figure, quantifications of different hybridization signals were reported. 1 = MO-Ct + miR-Ct; 2 = MO-Tbx5 + miR-Ct and 3 = MO-Tbx5 + miR-19a.

**Figure 6:**
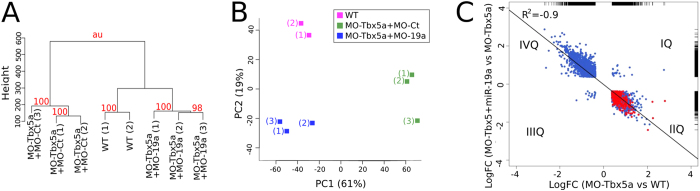
Genome-wide analysis of miR-19-induced rescue of Tbx5 morphants. At 24 hpf about 50 embryos from MO-Tbx5a embryos, MO-Tbx5a + miR-19a embryos and control embryos (generated as described in legend of Fig. 5) were collected and total RNA was extracted for microarray analysis. (**A,B**) The dendrogram from the hierarchical clustering analysis (**A**) and first two PCs from PCA analysis (**B**) are shown. Scores on each dendrogram node in A report the approximately unbiased (AU) probability values as implemented in CONSEL^56^ and represent the statistical significance on a 1 to 100 scale estimated by bootstrap analysis. (**C**) Log2 (FC) of differentially expressed transcripts are shown: MO-Tbx5a/miR-Ct (x axis) and MO-Tbx5a + miR-19a/MO-Tbx5a (y axis). Thick marks along the sides are rug plots which explain the density of the represented data. Selected putative miR-19 targets are shown in red. R^2^ is the square of the Pearson correlation coefficient.

# Supplementary material for: MicroRNA 19a replacement partially rescues fin and cardiac defects in zebrafish model of Holt Oram syndrome
**Source:** Sci Rep. 2015 Dec 14;5:18240. doi: 10.1038/srep18240
**Supplement:** Supplementary Information

## **Supplementary information**

### **Title:**

MicroRNA 19a replacement partially rescues fin and cardiac defects in zebrafish model of Holt Oram syndrome

### **Authors:**

Elena Chiavacci<sup>1♦</sup>, Romina D'Aurizio<sup>2</sup>, Elena Guzzolino<sup>3</sup>, Francesco Russo<sup>2,4</sup>, Mario Baumgart<sup>5</sup>, Marco Groth<sup>5</sup>, Laura Mariani<sup>1</sup>, Mara D'Onofrio<sup>6</sup>, Ivan Arisi<sup>6</sup>, Marco Pellegrini<sup>2</sup>, Alessandro Cellerino<sup>7</sup>, Federico Cremisi<sup>7</sup>, Letizia Pitto<sup>1</sup>

## SI Materials and Methods

### *Reagents*

Mature miRNA mimics (dre-miR-19a, dre-miR-19b, dre-miR-219, dre-miR-190, dre-miR-18a, dre-miR-7b, dre-miR-92a and miR-Ct) were synthesized by GenePharma (Shanghai, China); morpholinos (Gene Tools, LLC USA.); Lipofectamine 2000, TRIzol reagent, DNaseI amplification grade, SuperScript II reverse transcriptase, RNase out,  $\alpha$ -minimal Essential Medium (Invitrogen, Life Technologies Italia, Monza, Italy); HyPerFect Transfection Reagent, miRNeasy mini kit, RotorGene, miScript Reverse Transcription kit, Quantitec Reverse Transcription kit and Quantifast SYBR Green PCR kit (QIAGEN, Milan, Italy); anti-DIG antibody-alkaline phosphatase Fab fragment, Blocking reagent, BM Purple and DIG-RNA labeling kit (Roche Diagnostic, Mannheim, Germany); double-DIG miRCURY LNA microRNA 19a detection probe (Exiqon, EUROCLONE, Milano, Italy); SP6 RNA polymerase, RNase free DNase I; T7 RNA polymerase (Thermoscientific, Life Technologies Italia, Monza, Italy); Herculase DNA polymerase (Agilent, CA USA); pGEMTeasy vector, Dual Luciferase Reporter System, Glomax luminometer (Promega, Milano Italy); Fetal Bovine Serum (Lonza, Milano Italy); zebrafish diet (SDS, Dietex, France); Tetramisole (Sigma-Aldrich, USA); mMESSAGEmMACHINE® Kit (Applied Biosystems, Life Technologies Italia, Monza, Italy).

**Optical Microscopy and Confocal Analysis.** Optical microscopy was performed with Leica M80 microscope, images were acquired with Nikon DS-Fi1 camera and NIS-Elements F 3.0 software. Fluorescence microscopy was performed with Leica DM IL microscope and with Nikon YFL microscope both equipped with CoolSnap CF camera (Photometric). Images were processed with Gimp-2.6 software. For confocal analysis embryos were fixed in 4% PFA for 1 h at room temperature under slow agitation and embedded in 1% low-melt agarose. Images were acquired with a Leica DM IRE 2 confocal microscope. Image stacks were processed with FIJI-WIN32 by projection.

**Whole Mount In Situ Hybridization.** Whole mount In Situ Hybridization (ISH) was performed as previously described <sup>1</sup>. Whole mount ISH for miRNA was performed as described in <sup>2</sup> with some modifications: for the fixation step the N-(3-Dimethylaminopropyl)-N-ethylcarbodiimide hydrochloride (EDAC) was used. As miR-19a probe a double-DIG miRCURY LNA Detection probe (Exiqon) was used. Hybridization temperature was 37°C.

**Cell Culture and Transfection.** P19CL6 and HL1 were obtained respectively from Dr. Baldini (Telethon Institute of Genetics and Medicine, Napoli, Italy) and from Prof. Claycomb (Department of Biochemistry and Molecular Biology, Louisiana State University Medical Center, LA 70112 USA). Cells were cultured as previously described<sup>3-5</sup>. The experiments for Tbx5 up or down regulation were performed as described<sup>1</sup>.

**Dre-miR-17-92 promoter cloning and HL1 transactivation experiments.** The genomic sequence upstream the miR-17-92 cluster was scanned for Tbx5 consensus binding sites using the TRANSFAC program<sup>6</sup>. A 1.6 kb genomic fragment upstream of dre-miR-17-92 cluster spanning -4300 to -2700 was amplified, cloned into pGEM-T Easy vector (Promega) and successively subcloned in pGL3-promoter vector (Promega) to generate the pGL3-MIR vector. HL1 cells were transfected with 500 ng of pGL3-MIR, 100 ng of pRL-TK vector and increasing doses of pcDNA-Tbx5 or empty pCMV vectors using Lipofectamine (LifeTechnologies). Luciferase assay was performed as already described<sup>7</sup>.

**MEF2Ca and Camk2n1a 3'UTR cloning and dual-luciferase reporter assay.** A ~1.5 kbp of MEF2Ca 3'UTR and ~1-kbp of Camk2n1a 3'UTR were amplified from zebrafish genomic DNA and cloned into the Kpn I and Xho I sites of pGLU Dual-luciferase reporter plasmid<sup>8</sup>. HL1 cells were transfected with 100 ng of MEF2Ca-3'UTR-GLU or 100 ng of Camk2n1a-3'UTR-GLU, 100 ng of pRL-TK vector and increasing doses of miR-19a mimic using Lipofectamine (Life Technologies). Luciferase assay was performed as already described<sup>7</sup>.

**RNA extraction, Quantitative Real Time RT-PCR.** Total RNA was extracted using the miRNeasy Mini kit (Qiagen) and quantified using a NanoDrop-1000 spectrophotometer and quality was monitored with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). cDNA was retro-transcribed using miScript Reverse Transcription kit (for miRNA analysis) and Quantitec Reverse Transcription kit (for gene analysis). Real-time PCR (qRT-PCR) was carried out using QuantiFast SYBR Green kit with Rotor gene (Quiagen). Primers sequences are listed in table S1. Relative quantification of gene expression was calculated as described<sup>9</sup>.

**cDNA library preparation and sequencing.** For small RNA sequencing, small RNA cDNA libraries were prepared as follows: for each library 1 µg of total RNA was submitted to the small RNA v1.5 sample preparation protocol (Illumina Inc., San Diego, USA). In brief, the library preparation was performed as follows: RNA was ligated with adapters to the 5' and 3' termini of the RNA. The adapter ligated samples were used as templates for cDNA synthesis. The cDNA was amplified with 13 PCR cycles to produce sequencing libraries. cDNAs with size between 90 to 100

nt were purified independently for each sample by 10% Novex TBE polyacrylamide gel electrophoresis (Invitrogen) and eluted into 300 µl elution buffer (Illumina) for at least 2 hours at room temperature, to enrich for molecules containing inserts in the range of 18–33 nt. The resulting gel slurry was passed through a Spin-X filter (Illumina) and precipitated by the addition of 20 µg glycogen, 30 µl of 3M NaOAc, pH5.2, and 975 µl of pre-chilled (-20°C) ethanol. After washing with 70% ethanol, the pellet was dried at 37°C for 5-10 min and dissolved in 10 µl resuspension buffer (Illumina). The purified libraries were quantified on the Agilent DNA 1000 chip, diluted to 10 nM and subjected to sequencing-by-synthesis on IlluminaGAIIx.

**Analysis of sequencing data.** Individual sequence reads with base quality scores were produced by Illumina sequencing. The data was analyzed by the use of CLC-worbench (CLCbio, Aarhus, Denmark). After eliminating reads with low quality and trimming the 3' adaptor sequence, the remaining 18- to 33-nt reads were grouped into unique sequence clusters. To exclude potential sequencing errors, only sequences with at least 30 occurrences were included. 

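In the deposited values, 19 of the miRNAs listed above 0 in the Tbx5 morphant library and 14 in the MO-Ct library had fewer than 30 reads, and 11 of the 173 miRNAs had fewer than 30 reads in the sum of both libraries. The lowest value above 0 was 11 reads in the Tbx5 morphant library and 6 reads in the MO-Ct library. In the Tbx5 morphant library 11 miRNAs were listed at 0, and in the MO-Ct library 0 were. For a true count of 0, 3 reads, or 5.17 rpm, would be the upper limit. If values under 11 reads were left out of the Tbx5 morphant library, a listed 0 could hide up to 10 reads. Of the miRNAs listed at 0, the most abundant in the MO-Ct library was miR-365, with 59 reads, or 51.3 rpm.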

Annotation of sequence clusters was performed, allowing 2 mismatches and up to 2 additional bases at each end, by using the *Danio rerio* reference from miRBase v16.0. Expression values were normalized to reads per million (rpm).

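Because the rpm of each library add up to the same total, a change in an abundant miRNA moves all others. miR-9 was the most abundant, with 191730 rpm in the Tbx5 morphant library and 210670 rpm in the MO-Ct library, followed by miR-206 with 154331 and 143278 rpm and miR-21 with 148003 and 88456 rpm. Together these 3 took 49.4% and 44.2% of the reads. Without these 3, the rpm left to all other miRNAs had a ratio of 0.907 between the libraries, and a trimmed mean of log ratios over 59 miRNAs gave a ratio of 0.888.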

**Microarray.** Cyanine-3 (Cy3) labeled cRNA was prepared from 200 ng RNA using Low Input QuickAmp Labeling Kit One-Color (Agilent Technologies) according to the manufacturer's instructions, followed by RNAeasy column purification. Microarray hybridizations were carried out in Agilent's Sure Hyb Hybridization Chambers containing 1650 ng of Cyanine 3-labelled cRNA per hybridization. The hybridization reactions were performed at 65°C for 17 hours using Agilent's Gene Expression Hybridization Kit with the 4X44K whole *Danio rerio* genome chip (grid ID 026437, G2519F chip). After hybridization, slides were washed with Agilent Gene Expression Wash Buffer 1, Gene Expression Wash Buffer 2 and Acetonitrile for one minute at room temperature. Chips were scanned on an Agilent G2505C scanner. Limmapackage<sup>10</sup> from R/Bioconductor was used to analyse microarray experiments.

**Microarray analysis.** Limmapackage<sup>10</sup> from R/Bioconductor was used to analyse microarray experiments. The background raw median signals were first adaptively corrected (normexp method and offset=16)<sup>11</sup>. Normalization between arrays was performed using cyclic loess<sup>12</sup> for 35073 probes over 39162 corresponding to 21956 unique gene IDs. The averaged intensities were fitted to multiple linear regression models and an empirical Bayes method was used to estimate moderated t-

statistics, as implemented by Limma. P-values were inferred from moderated t-statistics and the Benjamini and Hochberg's method was used to control the false discovery rate.

Hierarchical clustering was performed on the intensity values of all probes in the array after background correction and cyclic loess normalization. The Euclidean distance was used as metric and Ward as linkage method. The R module pvclust<sup>13</sup> was used to assess statistical significance with multiscale bootstrap resampling of 20,000 iterations<sup>14</sup> PCA analysis was performed using log2-transformed probes intensity signals.

The full small RNAseq and microarray data from the study is available from the GEO database ([www.ncbi.nlm.nih.gov/geo](http://www.ncbi.nlm.nih.gov/geo), accession number GSE69691#####).

**Targets prediction.** The 3'UTR of genes that resulted down-regulated in miR-19a-coinjected Tbx5 morphants and up-regulated in Tbx5 morphants (Fig.6C,IIQ) were retrieved from Ensembl Biomart and analyzed using TargetScan Fish 6.2<sup>15</sup> and Pita algorithms<sup>16</sup> to identify putative miR-19a targets. The Ensembl transcript Ids were obtained using g:Convert, a gene id converter tool (<http://biit.cs.ut.ee/gprofiler/gconvert.cgi>).

**Statistical Analysis.** Data were analyzed using GraphPad Prism (GraphPad Software, San Diego, CA USA). Statistical differences were determined by unpaired *t*-test, and Fisher's test with values of  $P < 0.05$  considered statistically significant. Log-rank (Mantel-Cox) Test analysis was used to compare viability curves in figure 2D. Each experimental point in the graph represents the mean  $\pm$  SE of at least three independent experiments.

**Table 1** List of putative miR-19 targets identified among the transcripts upregulated in MO-Tbx5a vs MO-Tbx5-Ct and downregulated in MO-Tbx5a+miR-19a vs MO-Tbx5a+miR-Ct.

**Table S2.** Sequence of oligonucleotides used in this work

\* underlined nucleotides indicate the anchored KpnI restriction site used for sequence cloning or subcloning.

**Table S3.** Sequence of miRNA mimics used in this work

## Supplementary figure legends

**Figure S1.miR-7b, miR-130a, miR-190b and miR-219 are not able to rescue Tbx5a morphant defects.** (A-D') 0.25 ng of the indicated miRNA mimics or miR-Ct were co-injected with 1.5 ng of MO-Tbx5a in *Tg(Myl7:EGFP)* embryos. At 72 hpf embryos were screened by fluorescence microscopy for heart morphology (A-D) and by optical microscopy for pectoral fin presence (A'-D'). Percentage of embryos with the indicated heart defects, averaged across multiple independent coinjections for each miRNA carried out in double blind. hts: heartstring phenotype; mild defects: general cardiac defects; WT: wild type heart. NO fins: pectoral fins absence, WT fins: wild type

pectoral fins. P values by Fisher's test. (E) Global numbers of dead embryos during the first 3 days of development for each microRNA tested.

**Figure S2. Members of miR-17-92 cluster, except of miR19a, are not able to rescue Tbx5a morphant defects.** 0.25 ng of the indicated miRNA mimics or miR-Ct were co-injected with 1.5 ng of MO-Tbx5a in *Tg(Myl7:EGFP)* embryos. At 72 hpf embryos were screened by fluorescence microscopy for heart morphology (A-C) and by optical microscopy for pectoral fin presence (A'-C'). Percentage of embryos with the indicated heart defects, averaged across multiple independent experiments carried out in double blind (A-C'). Bif: bifid hearts; hts: heartstring phenotype; mild defects: general cardiac defects; WT: wild type heart. NO fins: pectoral fins absence, WT fins: wild type pectoral fins. P values by Fisher's test.

**Figure S3. miR-19a dysregulation does not affect zebrafish vascular development.** Representative images of 72 hpf *Tg(flk1:EGFP;Myl7:dsRED)* embryos injected with 1 ng of miR-Ct (upper) or 1 ng of miR-19a (lower).

**Figure S4. Co-injection of MO-19a is able to rescue cardiac defects induced by miR-19a over-expression.** (A) Confocal images of 72hpf hearts from *Tg(Myl7:EGFP)* embryos injected with 8ng of MO-Ct or 8 ng of MO-19a. (B) Percentage of embryos with the indicated heart defects, averaged across multiple independent experiments carried out in double blind. Unspecific defects: non cardiac defects; No loop: heart with looping defects; WT: wild type heart. (C) Phenotypic analysis of 48 hpf *Tg(Myl7:EGFP)* embryos co-injected with 1ng of miR-19a mimic and 8 ng of MO-Ct or MO-19a. Phenotypes 1, 2+3 are related to images presented in figure 4. P values by Fisher's test.

**Figure S5. MiR-19a is able to rescue valve morphology.** Confocal images of 72 hpf *Tg(tie-2:GFP)* embryos co-injected with 1.5 ng of MO-Tbx5a and 0.25 ng of miR-19a (C) or miR-Ct (B) mimics. As control, an example of uninjected embryo is also shown (A). In D a quantification of the different phenotypes is reported. Scalebar: 75um. About 20 embryos for each thesis were screened.

**Figure S6. Development GO categories are overrepresented among the most influencing genes through first component of PCA analysis.** Hypergeometric test was performed to assess overrepresentation of Biological Process GO categories in selected genes and corrected for multiple test (adjusted p-value < 0.01) through Benjamini & Hochberg <sup>17</sup> for multiple test. Categories with

lowest p-value are shown in green-color scale and the number of genes for each category as bar plot.

**Figure S7. miR-19a target validation by quantitative real-time PCR analysis and dual luciferase assay** (A) Average changes in gene expression of 7 of the most interesting genes shown to have increased expression in MO-Tbx5 embryos compared MO-Ct embryos and decreased expression in MO-Tbx5+miR-19 compared to MO-Tbx5 embryos by microarray analysis. Values are normalized on EF1 and  $\beta$ -actin expressions. \*P < 0.05. (B) The 3'UTR of MEF2CA and Camk2n1a was cloned in the pGLU Dual-luciferase reporter plasmid and transiently transfected HL1 cells. Increasing amounts of the miR-19a were co-transfected with the luciferase reporter constructs together with the Renilla luciferase pRL-TK vector as internal standard. In each transfection the total amount of the transfected miRNA was kept constant by adding a scrambled miRNA (miR-Ct) to the specific miRNA to obtain 80 ng. \*p<0.05 ; \*\*\*p<0.001 compared with luciferase reporter co-transfected with 80 ng of the miR-Ct.

## Supplementary references

- 1 Chiavacci, E. et al. MicroRNA 218 mediates the effects of Tbx5a over-expression on zebrafish heart development. PLoS One 7, e50536, doi:10.1371/journal.pone.0050536 (2012).
- 2 Lagendijk, A. K., Moulton, J. D. & Bakkers, J. Revealing details: whole mount microRNA in situ hybridization protocol for zebrafish embryos and adult tissues. Biology open 1, 566-569, doi:10.1242/bio.2012810 (2012).
- 3 Habara-Ohkubo, A. Differentiation of beating cardiac muscle cells from a derivative of P19 embryonal carcinoma cells. Cell Struct Funct 21, 101-110 (1996).
- 4 Snyder, M., Huang, X. Y. & Zhang, J. J. Stat3 directly controls the expression of Tbx5, Nkx2.5, and GATA4 and is essential for cardiomyocyte differentiation of P19CL6 cells. J Biol Chem 285, 23639-23646 (2010).
- 5 Claycomb, W. C. et al. HL-1 cells: a cardiac muscle cell line that contracts and retains phenotypic characteristics of the adult cardiomyocyte. Proc Natl Acad Sci U S A 95, 2979-2984 (1998).
- 6 Pickert, L., Reuter, I., Klawonn, F. & Wingender, E. Transcription regulatory region analysis using signal detection and fuzzy clustering. Bioinformatics 14, 244-251 (1998).
- 7 Verduci, L. et al. MicroRNA (miRNA)-mediated interaction between leukemia/lymphoma-related factor (LRF) and alternative splicing factor/splicing factor 2 (ASF/SF2) affects mouse embryonic fibroblast senescence and apoptosis. J Biol Chem 285, 39551-39563, doi:10.1074/jbc.M110.114736 (2010).
- 8 Poliseno, L. et al. Identification of the miR-106b~25 microRNA cluster as a proto-oncogenic PTEN-targeting intron that cooperates with its host gene MCM7 in transformation. Sci Signal 3, ra29, doi:10.1126/scisignal.2000594 (2010).
- 9 Pfaffl, M. W. A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res 29, e45 (2001).

- 10 Smyth, G. K. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Statistical applications in genetics and molecular biology* 3, Article3, doi:10.2202/1544-6115.1027 (2004).
- 11 Ritchie, M. E. et al. A comparison of background correction methods for two-colour microarrays. *Bioinformatics* 23, 2700-2707, doi:10.1093/bioinformatics/btm412 (2007).
- 12 Smyth, G. K. & Speed, T. Normalization of cDNA microarray data. *Methods* 31, 265-273 (2003).
- 13 Suzuki, R. & Shimodaira, H. Pvcust: an R package for assessing the uncertainty in hierarchical clustering. *Bioinformatics* 22, 1540-1542, doi:10.1093/bioinformatics/btl117 (2006).
- 14 Kerr, M. K. & Churchill, G. A. Bootstrapping cluster analysis: assessing the reliability of conclusions from microarray experiments. *Proc Natl Acad Sci U S A* 98, 8961-8965, doi:10.1073/pnas.161273698 (2001).
- 15 Lewis, B. P., Burge, C. B. & Bartel, D. P. Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. *Cell* 120, 15-20, doi:10.1016/j.cell.2004.12.035 (2005).
- 16 Kertesz, M., Iovino, N., Unnerstall, U., Gaul, U. & Segal, E. The role of site accessibility in microRNA target recognition. *Nat Genet* 39, 1278-1284, doi:10.1038/ng2135 (2007).
- 17 Klipper-Aurbach, Y. et al. Mathematical formulae for the prediction of the residual beta cell function during the first two years of disease in children and adolescents with insulin-dependent diabetes mellitus. *Medical hypotheses* 45, 486-490 (1995).
- 18 Klipper-Aurbach, Y. et al. Mathematical formulae for the prediction of the residual beta cell function during the first two years of disease in children and adolescents with insulin-dependent diabetes mellitus. *Medical hypotheses* 45, 486-490 (1995).

## 1.5 ng MO-Tbx5a co-injected with:

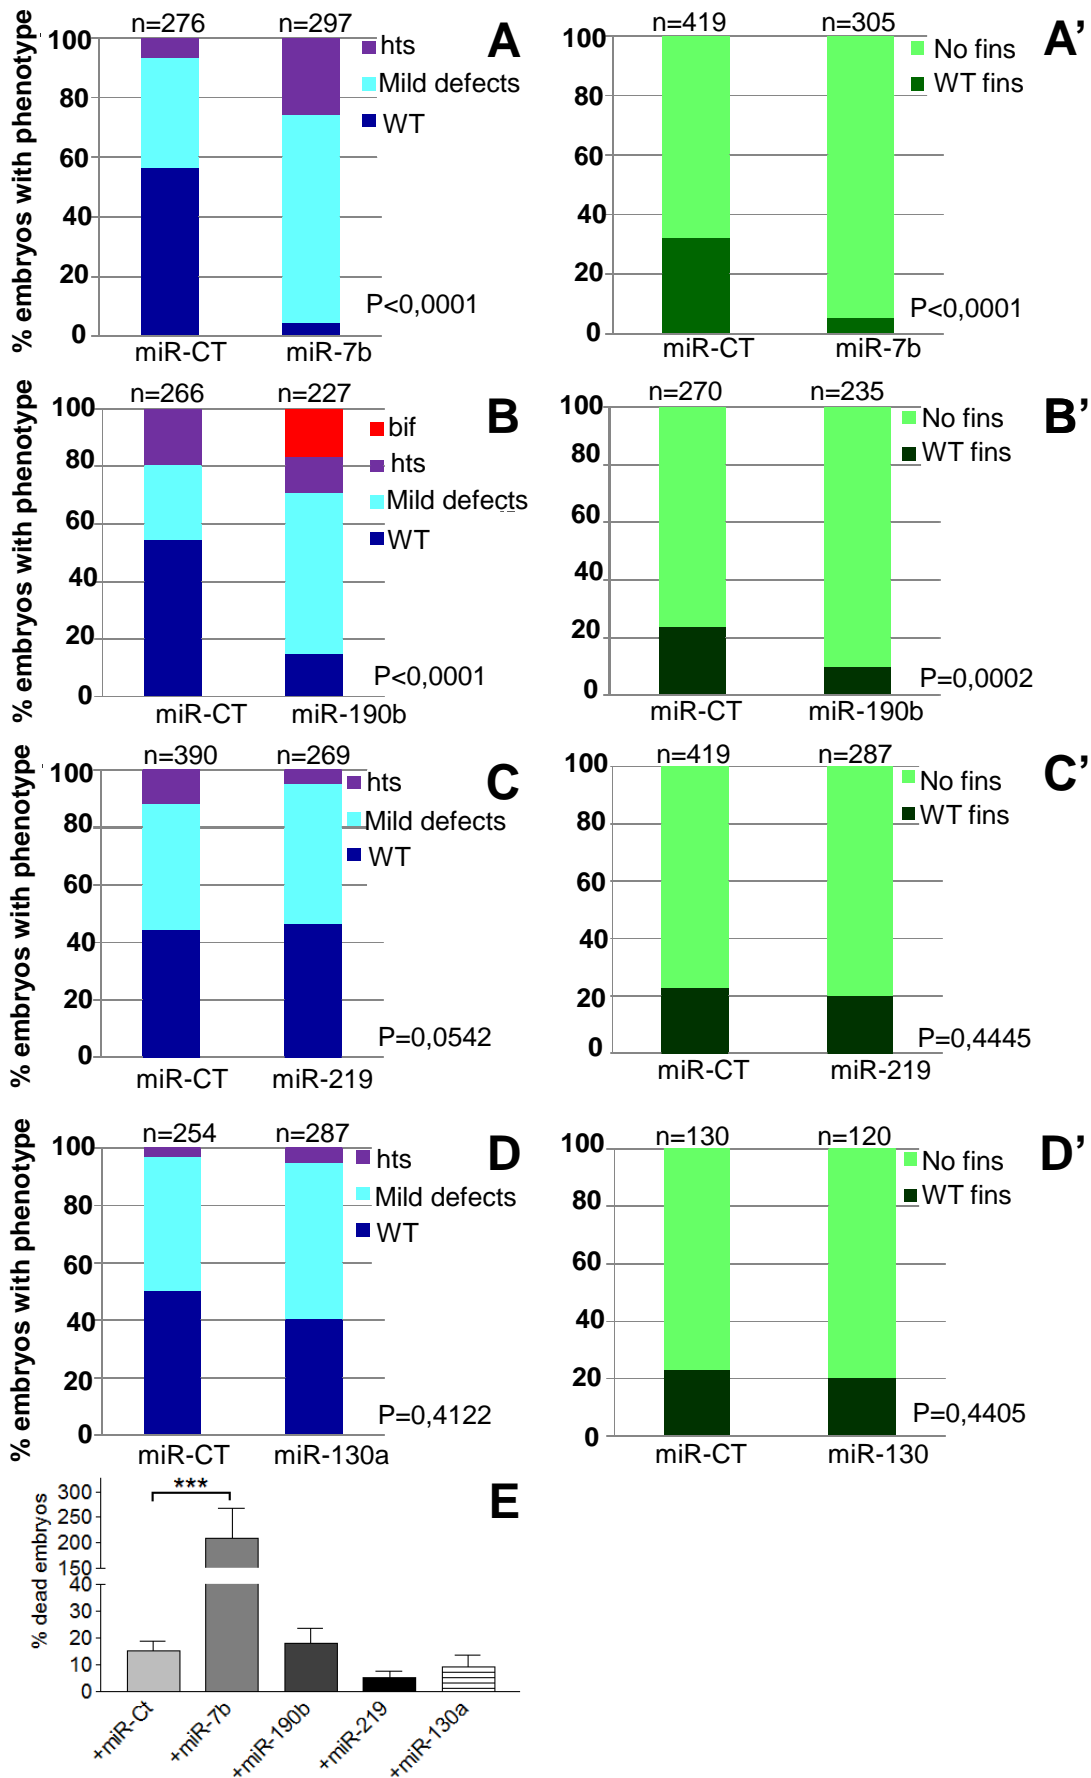

**Figure S1. miR-7b, miR-130a, miR-190b and miR-219 are not able to rescue Tbx5a morphant defects.**

# 1.5 ng MO-Tbx5a co-injected with:

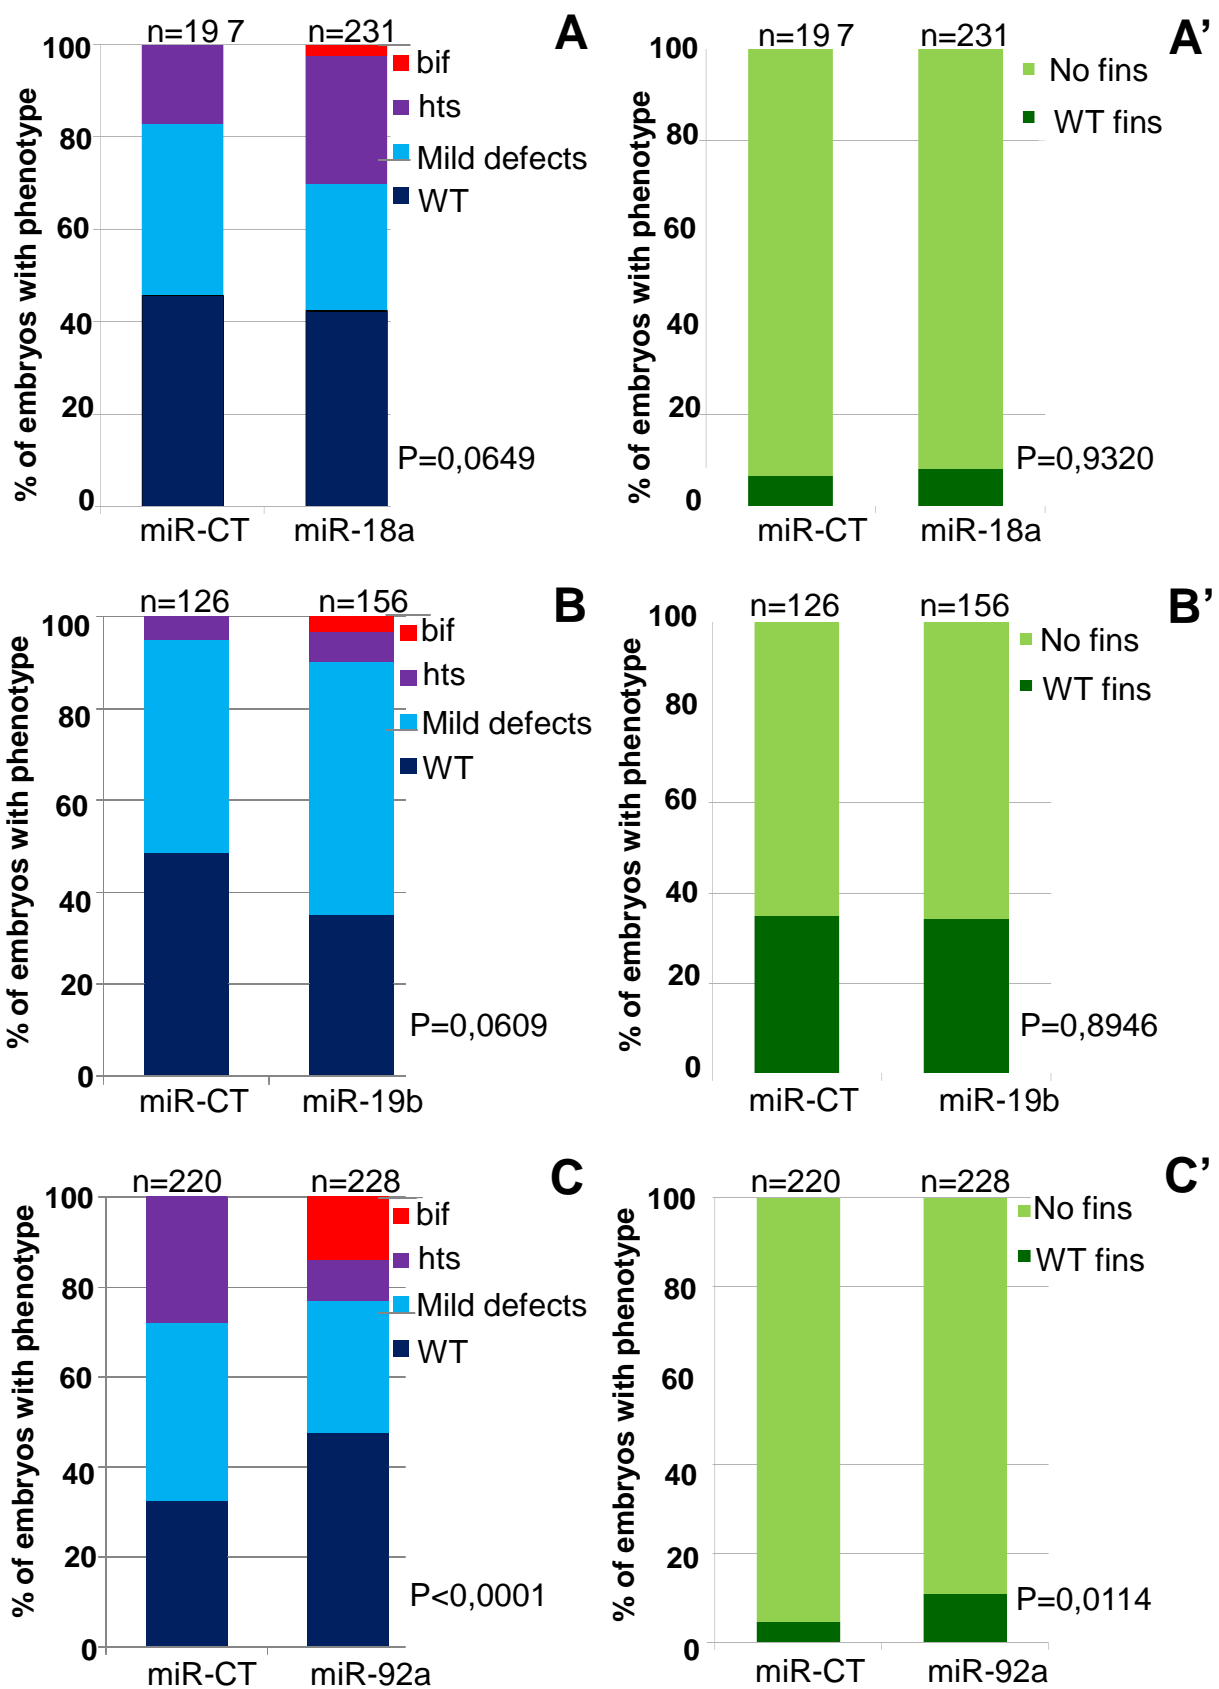

Figure S2. Members of miR-17-92 cluster, except of miR19a, are not able to rescue Tbx5a morphant defects.

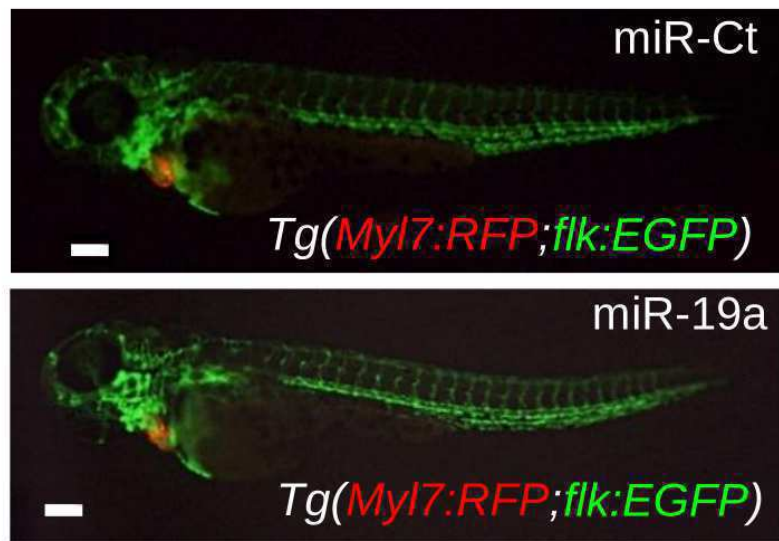

**Figure S3. miR-19a dysregulation does not affect zebrafish vascular development.**

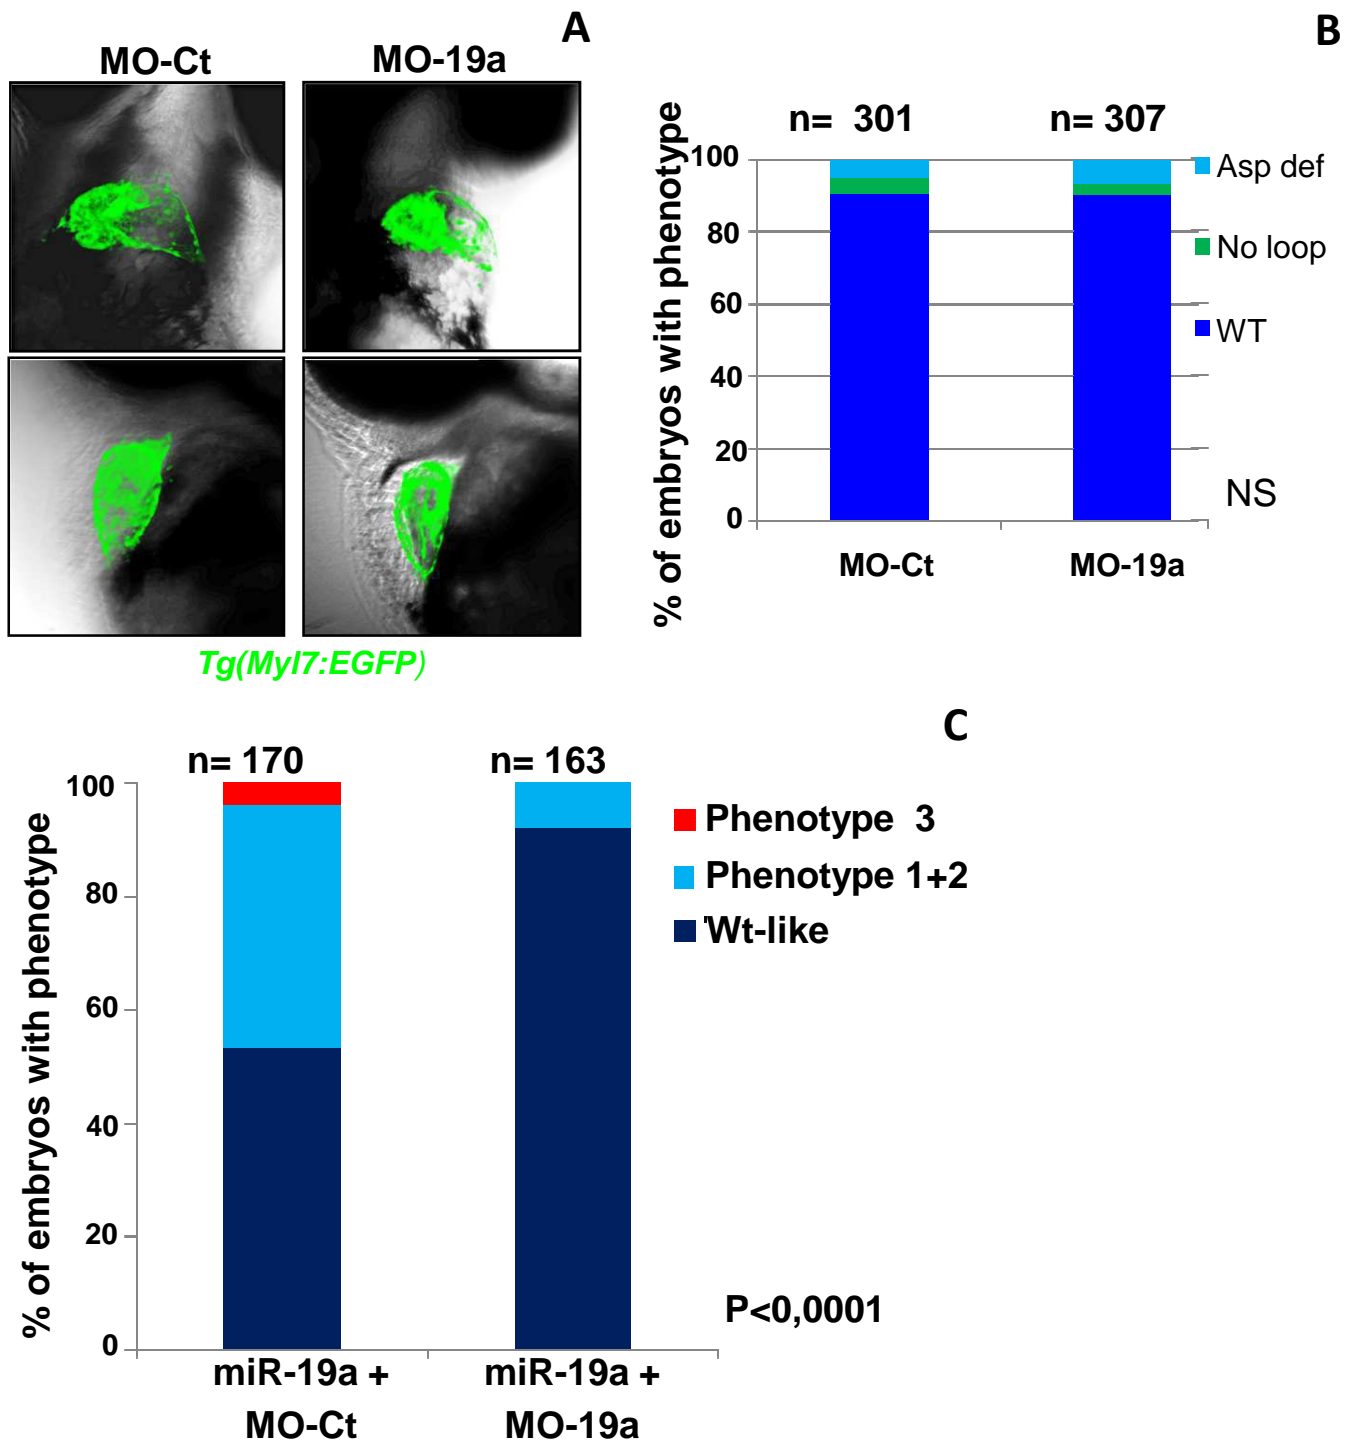

**Figure S4. Co-injection of MO-19a is able to rescue cardiac defects induced by miR-19a over-expression.**

Strain: Tg(*Tie2:EGFP*) +/-

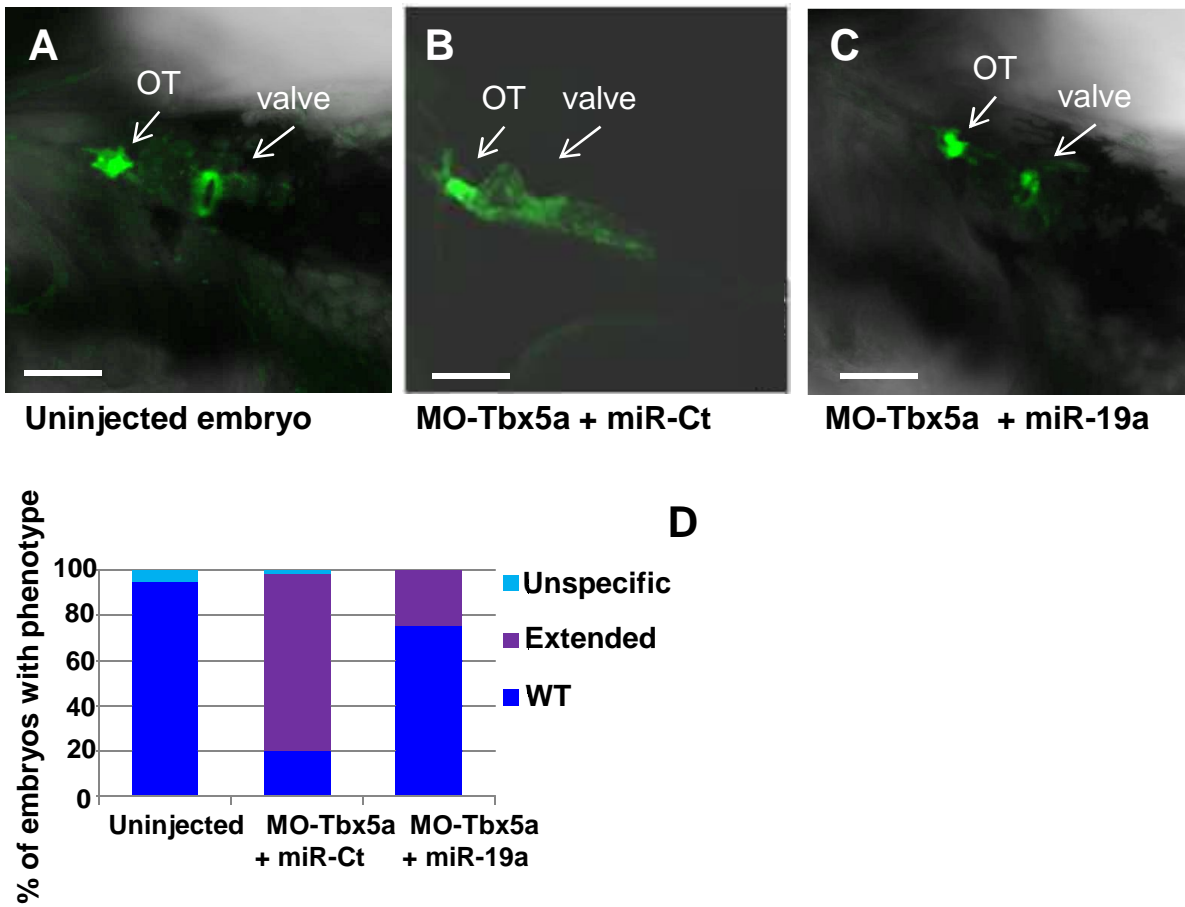

Figure S5. MiR-19a is able to rescue valve morphology.

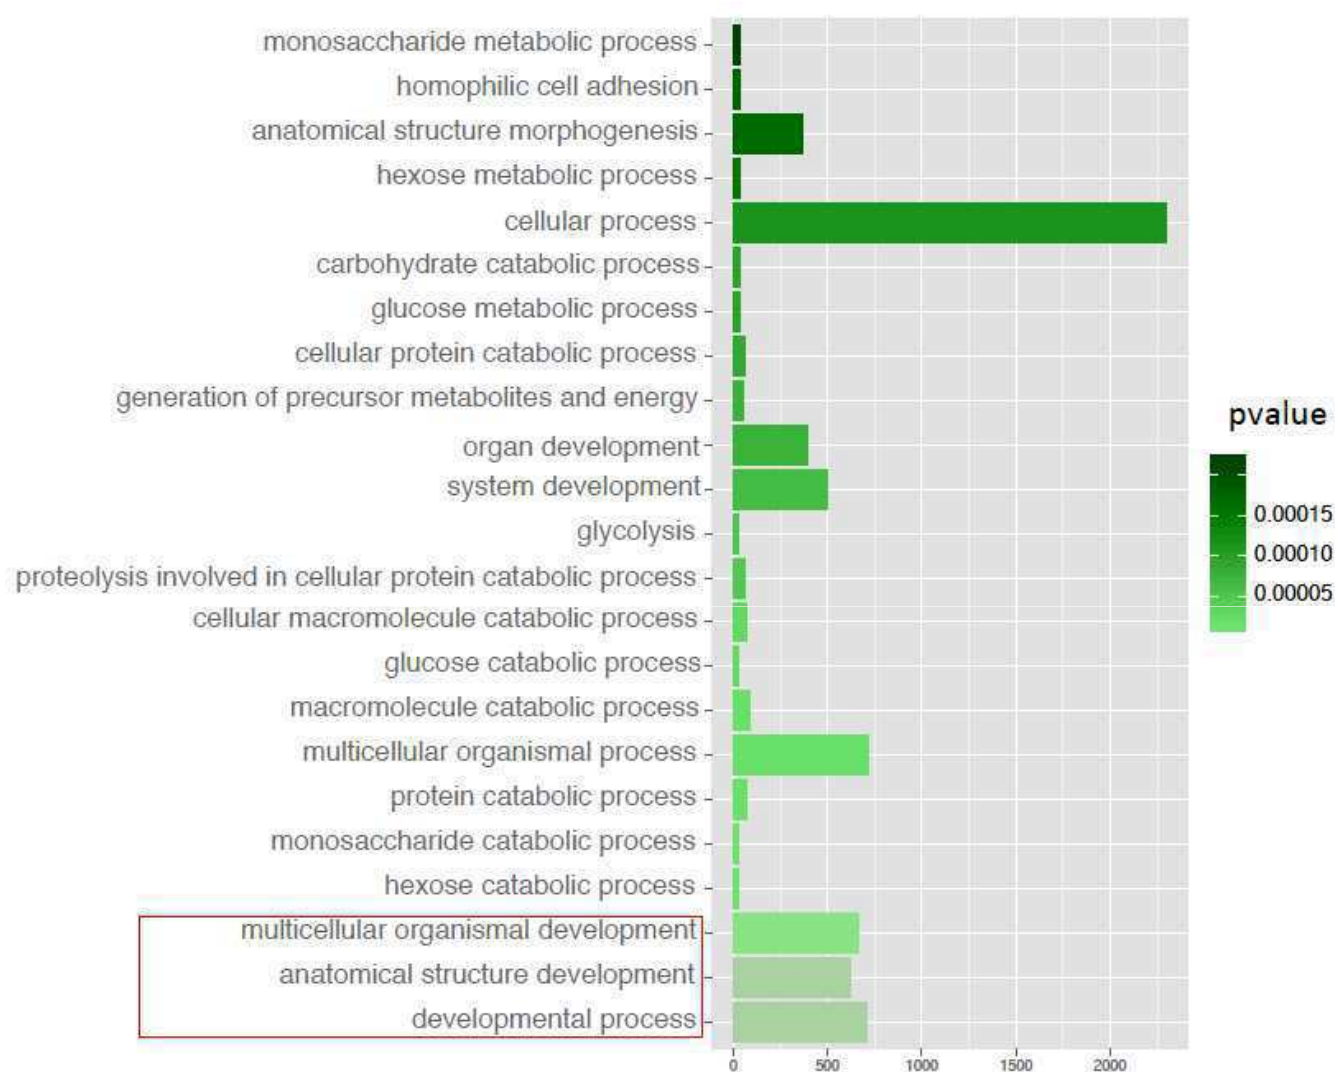

**Figure S6. Development GO categories are overrepresented among the most influencing genes through first component of PCA analysis**

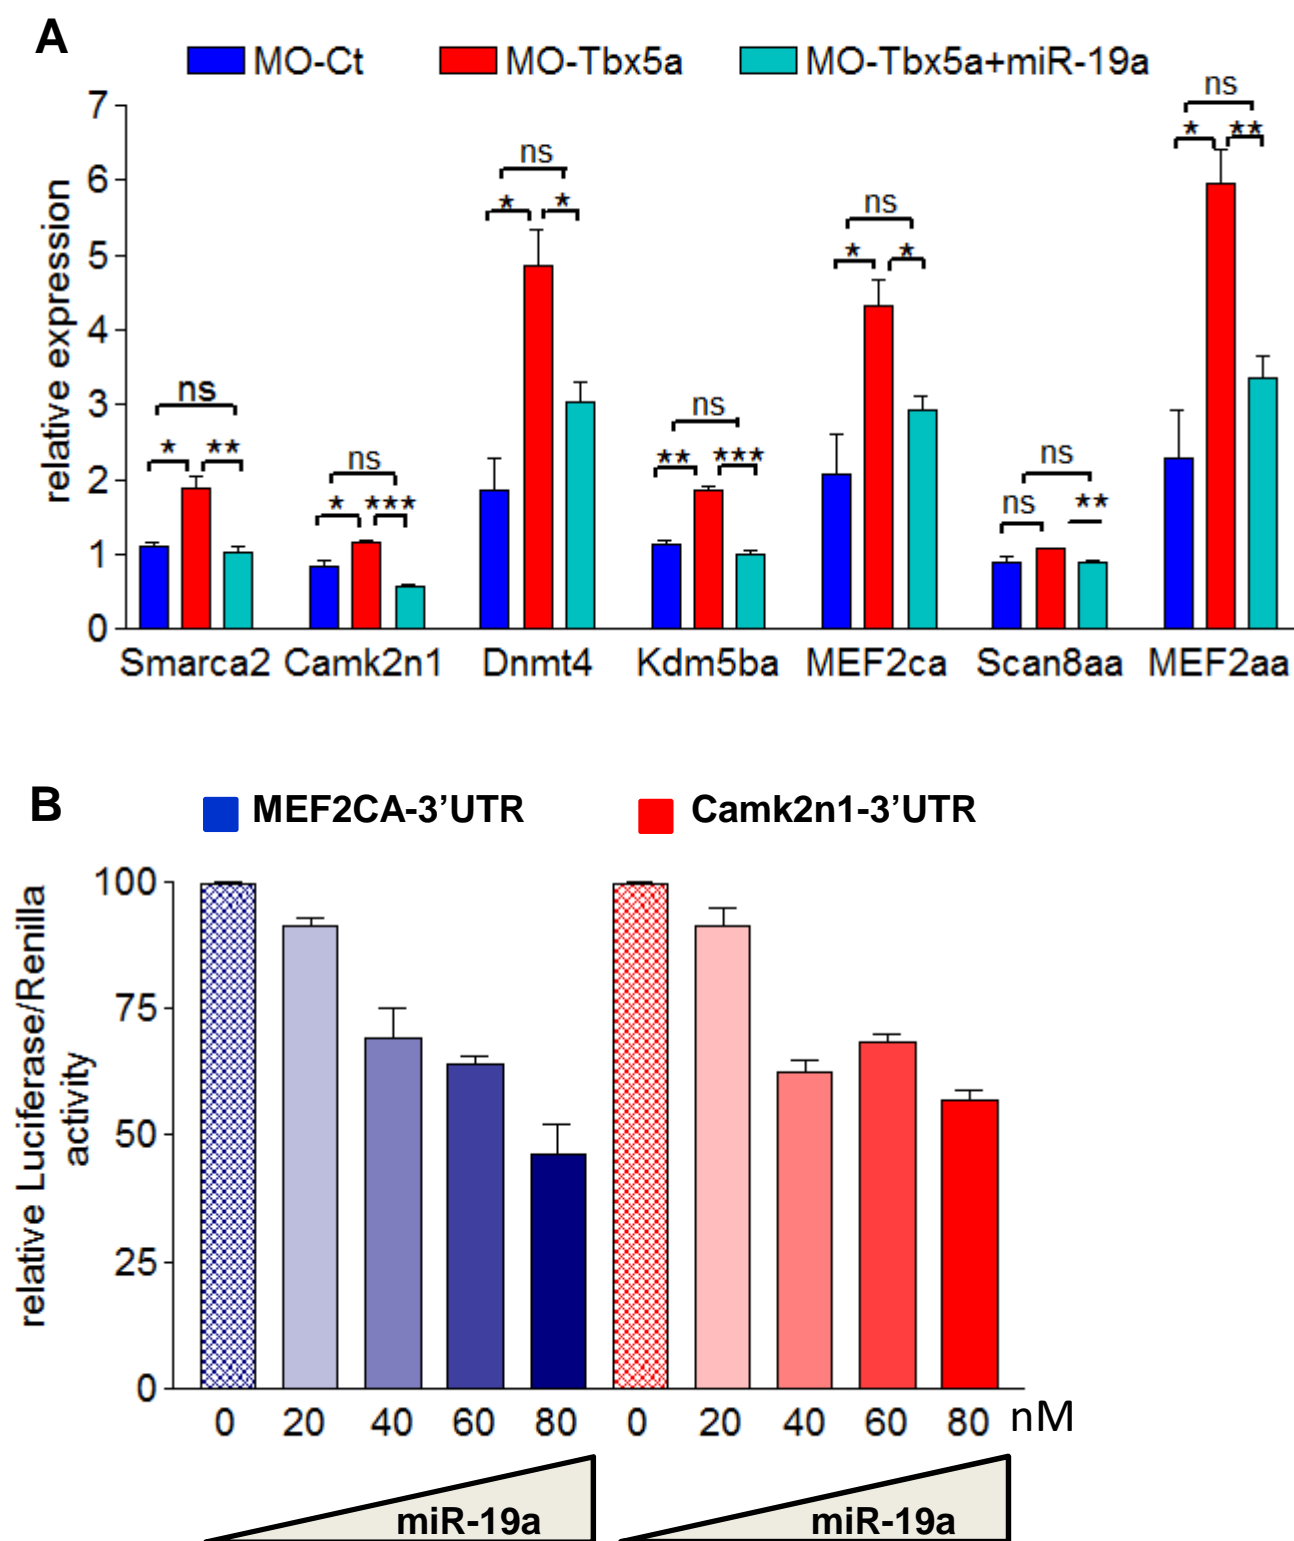

Figure S7. miR-19a target validation

How the deposited data were processed for this re-analysis (not part of the article)

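Small RNA libraries of zebrafish embryos at 48 hpf were analysed, 1 of embryos depleted for Tbx5 by morpholinos and selected for the hts phenotype, and 1 of MO-Ct injected embryos. The paper and the sample labels differ in the morpholinos. The paper gives 1.5 ng of MO-Tbx5a with 1.5 ng of MO-Tbx5b, and the labels name 1.5 ng of MO-Tbx5a; the samples were taken as the paper describes them. The libraries hold small RNAs only, so the level of the Tbx5 transcripts themselves could not be used to check the labels.

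By the supplementary methods, the authors sequenced the libraries on an Illumina GAIIx, removed low quality reads and trimmed the adaptor. They grouped reads of 18 to 33 nt into unique sequences and kept sequences with at least 30 occurrences. These were annotated to the zebrafish reference of miRBase with at most 2 mismatches and at most 2 extra bases at either end. The result was scaled to rpm. The authors deposited 1 rpm value per miRNA and library. The entries are named by hairpin, so the strand of the hairpin that each read came from was not used here.

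The number of reads behind each rpm value was recovered by trying every total from 50000 to 3000000 and taking the smallest for which all 173 values were whole reads within their rounding and these reads summed to the total. This gave 580312 reads for the Tbx5 morphant library and 1150157 for the MO-Ct library, so the MO-Ct library was 1.98 times as deep. A count of 3 reads, the upper limit that a true count of 0 allows, is 5.17 rpm in the Tbx5 morphant library and 2.61 rpm in the MO-Ct library. The FC is the ratio of rpm as deposited, without a pseudocount. Intervals are 95% Clopper-Pearson intervals and cover counting error only. With 1 library per condition no test between the conditions was made.

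The thresholds were those of Fig. 1D, a FC of at least 1.8 and more than 200 rpm. The legend of Fig. 1D sets the minimum of 200 rpm in the Tbx5 depleted embryos, while its table gives the rpm of the controls. The main setting here applied it to the MO-Ct library, which departs from the legend, and the legend's rule was run as an alternative. For the miR-17-92 cluster and for 14 lists of miRNAs in all, that cluster included, the median log2 FC was set beside the medians of 10000 random lists (2000 for the alternatives of the lists other than the cluster), in which each member was replaced by 1 of the 20 miRNAs nearest in mean rpm. Members needed 10 rpm in the mean of both libraries. miRNAs listed at 0 have no ratio and were left out of a median, which was also computed with them at the limit of 3 reads. The miRNAs named are the 8 of Fig. 1D, miR-130a, the members of the miR-17-92 cluster and its paralogs, the other miRNAs past both thresholds, the 5 largest and 5 smallest FC among miRNAs above 200 rpm in at least 1 library, and the 3 with the highest mean rpm. Thresholds, lists, this rule and the alternatives were set before the data were examined, apart from 2 alternatives and the tests marked so in the closing section.

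The alternatives were the minimum rpm applied to the Tbx5 morphant library as in the legend, to both or to either, a minimum of 100 or 500 rpm or none, a FC of 1.5 or 2, a pseudocount of 1 or 10, rescaling by the median ratio of miRNAs above 200 rpm in both libraries, rescaling by a trimmed mean of log ratios (30% of log ratios and 5% of mean levels trimmed at each end), rpm recomputed without the 3 most abundant miRNAs, rpm summed over miRNAs whose names differ only in their letter or locus number, other minimum levels for list members, and the cluster without miR-19a. Centring each FC on the 40 miRNAs nearest in mean rpm, and adding to 3 lists the lettered forms of names listed without a letter, were added after the data were seen.

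The steps were tested on simulated data, and only the simulated libraries were made from the MO-Ct values. In 20 simulated pairs of libraries both totals were recovered in 20 pairs, 95.3% of the intervals held the true ratio, and 98.5% of the miRNAs changed on purpose passed the 1.8-fold threshold. The changes made on purpose were well beyond 1.8-fold and in miRNAs above 200 rpm. The simulation therefore does not show how reliably miRNAs near the threshold are called. Of 100 random lists without a shift, 6 fell outside the middle 95%, and of 100 lists shifted down by 1 log2 unit, 100 fell below the 2.5th percentile. Names and neighbouring genes came from the RefSeq gene table of the GRCz12tu assembly, to which 292 of 312 named loci (93.6%) matched. The deposited values carry no coordinates, so none are given. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.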

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

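The tests in this part were chosen after the results were seen. Of the 139 miRNAs that the paper does not discuss and that are listed above 0 in both libraries, 2 were at least 1.8-fold higher in the Tbx5 morphant library with an interval above 1. Both were far below 200 rpm and neither is reported in the paper.

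miR-462 had 46 reads in the Tbx5 morphant library and 16 in the deeper MO-Ct library, a FC of 5.70, the highest among the miRNAs with a ratio. Counting error as the whole cause is argued against by the lower end of its 95% interval, 3.17. A difference in library composition would raise the other miRNAs alike, but the median ratio of miRNAs above 200 rpm in both libraries was 0.910, which argues against it. What stays open is a difference between the library preparations, which 1 library per condition cannot separate from an effect of Tbx5 depletion, of the morpholinos themselves or of the selection of embryos by phenotype. No biological explanation was tested for miR-462.

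miR-489 had 13 reads against 10, a FC of 2.58. The lower end of its interval was 1.04, and with 139 miRNAs examined about 6.95 intervals would miss 1 by counting error alone, so counting error and a true difference cannot be told apart for miR-489 at this depth.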

How the results depend on the processing

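No paired analysis was possible because each condition has 1 library. For the same reason no replicate was left out. Except where another cause is named, the cause of the changes below was not tested.

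The miRNAs past both thresholds numbered 7, 7 lower and 0 higher. With the minimum of 200 rpm in the Tbx5 morphant library, as the legend of Fig. 1D sets it, there were 4, 3 lower and 1 higher; in both libraries there were 3, all 3 lower; in at least 1 library, 7 lower and 1 higher. With more than 100 rpm 13 passed, all 13 lower, and with more than 500 rpm 3, all 3 lower. With no rpm minimum 30 passed, 27 lower and 3 higher. Of the lower ones, 11 were listed at 0 in the Tbx5 morphant library and so passed any FC threshold by construction. With a FC of at least 1.5 there were 18, 16 lower and 2 higher, and with a FC of at least 2 there were 4, all 4 lower. These changes follow from the thresholds themselves. Rescaling by the median ratio and by the trimmed mean of log ratios each gave 4 lower and 2 higher, so higher miRNAs appeared where there had been 0. Without the 3 most abundant miRNAs 8 were lower and 1 was higher, the rpm of all others having risen. With rpm summed over related names 2 passed, 2 of them lower, miR-219 and miR-7. The alternative chosen after seeing the data, centring on the 40 miRNAs nearest in mean rpm, gave 4, of which 2 were lower and 2 higher. The pseudocount of 1 gave 7 and that of 10 gave 6, all lower.

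The FC of the Fig. 1D miRNAs kept its direction in all 56 alternatives run for miR-190b, miR-7a, miR-219, miR-19a, miR-7b, miR-130b, miR-34 and miR-146a. Of these alternatives 45 stayed within the 95% interval of the FC. A pseudocount cannot move a FC across 1, and the common rescalings were too small to do so. For these settings the kept direction is therefore no check. The side of the 1.8-fold threshold was less stable. miR-19a had 0.567 after rescaling by the median ratio, 0.581 by the trimmed mean, 0.568 without the 3 most abundant miRNAs, 0.627 with the family summed and 0.593 when centred on its neighbours in rpm, all within 1.8-fold, and it stayed past 1.8-fold with a pseudocount of 1 or 10. miR-7a moved within 1.8-fold under the same rescalings, at 0.589, 0.603, 0.5904 and 0.596, but not with the family summed. miR-146a moved past it, at 1.85 with the median ratio, 1.896 with the trimmed mean and 1.86 without the 3 most abundant miRNAs. Outside its interval but on the same side, miR-219 had 0.419 with the trimmed mean and 0.410 without the 3 most abundant, miR-130b had 0.643, 0.658 and 0.645 with the median ratio, the trimmed mean and without the 3 most abundant, and with the family summed miR-7b had 0.477 and miR-34 had 1.85.

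The median log2 FC of the miR-17-92 cluster was -0.42 with the median ratio, -0.38 with the trimmed mean and -0.41 without the 3 most abundant miRNAs. It was -0.48 when centred on neighbours in rpm, and it stayed below 0 in these, with either pseudocount and without miR-19a. As all 6 members had a FC below 1, the pseudocounts and leaving out miR-19a could not have raised it above 0. The common rescalings were too small to do so. Of 101 alternatives run for the other list medians and miR-146b, 80 stayed within the counting interval and 21 did not. Taking all listed members changed none of these medians, and the higher minimum level for list members left some unchanged. The 80 therefore include settings that are no check. Adding the lettered forms of names listed without a letter was chosen after seeing the data. It gave -0.26 for the nervous system list, with miR-153a, miR-153b and miR-153c, -0.27 for the p53 list, with miR-107b, and 0.11 for the skin and epithelium list, with miR-429b.

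Depth limits miR-190b, with 16 reads in the Tbx5 morphant library. It also limits the choice between 1.8-fold and less for miR-7a, miR-19a, miR-130b and miR-146a, whose intervals reach across the threshold. The same holds for miR-101b, miR-15b and let-7g, which are not in Fig. 1D. For miR-146a the upper end was 1.81, so the count of 0 higher miRNAs is not settled by the depth of these libraries. Counting error is not the error between batches of embryos, which 1 library per condition does not show.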

Differences from the paper's values

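The paper gives 2 up-regulated miRNAs past its thresholds, and 0 were found here with the minimum of 200 rpm in the MO-Ct library. The legend of Fig. 1D sets the minimum in the Tbx5 depleted embryos. With that rule, an alternative set before the data were examined, 1 was found (miR-34) and 3 were lower (miR-219, miR-7a and miR-19a), 4 in all, against the paper's 2 and 6. Of the other alternatives set before the data were examined, a FC of at least 1.5 gave 2 (miR-21 and miR-146a), rescaling by the median ratio or by the trimmed mean each gave 2 (miR-21 and miR-146a), and no rpm minimum gave 3 (miR-34, miR-462 and miR-489); the rest gave 0 or 1. Centring on the 40 miRNAs nearest in mean rpm, which was chosen after seeing the values, also gave 2 (miR-21 and miR-129). None of them gave miR-34 together with miR-146a. Each rescaling was run only with the minimum in the MO-Ct library, which miR-34 did not reach, and the legend's rule was not combined with a rescaling. After rescaling by the median ratio miR-34 had a FC of 3.02, miR-146a of 1.85 and miR-21 of 1.84. All of these were above 200 rpm in the Tbx5 morphant library, so these settings do not exclude the paper's pair. The paper's total of 8 miRNAs was reached with more than 200 rpm in at least 1 library, and its 6 down-regulated miRNAs in number with a pseudocount of 10, with other members in both cases.

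The levels themselves raise a doubt about each comparison with Fig. 1D. For miR-7a, miR-219, miR-19a, miR-7b, miR-130b and miR-146a the deposited MO-Ct rpm was 1.06 to 1.24 times the control rpm of Fig. 1D, read by eye, but it was 0.108 times that value for miR-190b and 0.389 times for miR-34. Whether the deposited values are those from which Fig. 1D was made is therefore not known, which limits every difference from that figure given here.

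For miR-190b the paper's FC is about 0.16 in Fig. 1D, read by eye, and 0.264 was found here; the alternatives set before the data were examined ran from 0.271 to 0.332 and none closed the gap. Its control level is about 970 rpm in Fig. 1D, read by eye, against 104 rpm here, 156 rpm with miR-190 added and 187 rpm without the 3 most abundant miRNAs, neither of which closed the gap.

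For miR-7b the paper's FC is about 0.54 in Fig. 1D, read by eye, and 0.358 was found here. A pseudocount of 10 (0.375), the median ratio (0.394), the trimmed mean (0.403), leaving out the 3 most abundant miRNAs (0.395) and summing the family (0.477) came within 1.5 times of it, and a pseudocount of 1 (0.35996) did not. The FC of miR-7a is about 0.36 in Fig. 1D, read by eye, and 0.536 here, so the order of miR-7a and miR-7b was opposite.

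For miR-34 the control level is about 230 rpm in Fig. 1D, read by eye, and 89.6 rpm was found here in the MO-Ct library, against 246 rpm in the Tbx5 morphant library. It was 161 rpm without the 3 most abundant miRNAs, within 1.5 times of the paper's value, and 143 rpm with the family summed, which did not close the gap. Leaving out the 3 most abundant raised all other control levels too. It took miR-7a, miR-219, miR-19a, miR-7b, miR-130b and miR-146a away from Fig. 1D. For example, miR-219 had 4107 rpm against about 2100 rpm, read by eye. That setting therefore does not account for the levels of Fig. 1D.

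The paper lists miR-190b, miR-130b, miR-34 and miR-146 as past its thresholds, and none of these passed both here. miR-190b passed with more than 100 rpm or no rpm minimum. miR-130b passed with a FC of at least 1.5. Its FC of 0.585 here does not differ from the paper's, about 0.59 in Fig. 1D, read by eye, and both are within 1.8-fold. The interval of miR-130b here, 0.547 to 0.625, reached across that threshold. miR-34 passed with the minimum applied to the Tbx5 morphant library, to at least 1 library or not at all. miR-146a passed with a FC of at least 1.5, with either rescaling and without the 3 most abundant miRNAs. miR-101b, miR-15b and let-7g passed both thresholds here and are absent from Fig. 1D. The text of the paper names miR-130a for the replacement experiments where Fig. 1D names miR-130b.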

Other observations

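The tests on shared miR-19 reads, on library composition over the miRNAs of Fig. 1D, on the p53, inflammation and nervous system lists and on developmental delay were set before the data were examined; the rescaled intervals of the lower miRNAs, the test of composition on miR-34, the comparison of nervous system miRNAs with miR-219 and miR-7b, the tests within the cluster, those on miRNAs listed at 0 and those on the level of miRNAs were chosen after the result was seen. All of them describe these libraries, which hold 1 replicate per condition.

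The lower miR-19a came with lower relatives. If reads had moved from miR-19a to other names of its family, those should have risen by the 319 rpm that miR-19a lost, but miR-19b, miR-19c and miR-19d together fell to a ratio of 0.654. Within the cluster, counting error is argued against for miR-17a, miR-18a, miR-20a and miR-92a, since the largest adjusted p of Fisher's exact test against miR-19a was 0.0166. For miR-19b the adjusted p was 0.0418, and an exchange of reads between miR-19a and miR-19b cannot be told apart from a true difference, since reads by sequence were not used here. The paper proposes post-transcriptional regulation for the difference among cluster members, which stays open. A wider decrease of the cluster is a further hypothesis: its median was at percentile 0.155 of random lists, and that of the paralogous clusters, which share miR-17a and miR-92a with it, was -0.40 at percentile 3.53. Members within and between these clusters also belong to the same families, while random lists take miRNAs as independent. The percentiles may therefore overstate rarity, and the paralogous clusters are not separate evidence.

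miR-21 alone rose by more rpm than any other miRNA, and a difference in composition could lower all other miRNAs. Of the 8 miRNAs of Fig. 1D (with miR-146a for miR-146), 6 were past 1.8-fold before rescaling by the median ratio and 5 after it, 4 of them in both. This count does not decide, because rescaling moves the higher miRNAs outward by construction, so for the number past 1.8-fold composition cannot be told apart from other causes. Of the 5 lower miRNAs past 1.8-fold, miR-190b, miR-219 and miR-7b stayed past it, with upper interval ends of at most 0.504, while miR-19a and miR-7a moved within it. The highest upper interval end of the 6 lower miRNAs after rescaling was 0.687, and that of miR-19a and miR-7a was 0.682, so composition is argued against as the whole cause of their lower level, while part of it stays open. A composition that raised miR-34 would raise other miRNAs alike, but their median ratio was 0.910.

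A p53 response to morpholinos is a candidate explanation of the higher miR-34. The median log2 FC of miR-192, miR-107, miR-145 and miR-194a was -0.23, at percentile 47.5 of random lists, so no shared rise was seen. After rescaling by the median ratio the median was -0.09 and miR-194a was slightly above 1, so with 4 members a p53 response cannot be told apart from other causes of the higher miR-34. miR-34c, with 11 reads against 34, was not higher, and miR-34b was listed at 0 in the Tbx5 morphant library; both were looked at after miR-34 was seen. Inflammation is a candidate explanation of the higher miR-146a. miR-21, miR-155 and miR-223 had a median of 0.57, at percentile 97.4, but the list has only 3 members. miR-21 was higher, miR-155 was higher at 1.48 (95% interval 1.02 to 2.14), which is the median, and miR-223 was at 0.6996 (0.330 to 1.38), an interval that includes 1. Without the 3 most abundant miRNAs, which leaves out miR-21, the median was 0.17 at percentile 63.3. Inflammation therefore cannot be told apart from other causes of the higher miR-146a. An effect of Tbx5 loss, of the morpholinos themselves or of the selected phenotype stays open.

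miR-7 and miR-219 are enriched in brain, so a smaller share of central nervous system could lower them. The other nervous system miRNAs had a median of -0.18 at percentile 50.4, with 5 of them lower and 3 higher. miR-124 at 0.683 (95% interval 0.574 to 0.810), miR-218a at 0.780 (0.712 to 0.854), miR-137 at 0.838 (0.795 to 0.882) and miR-9 at 0.910 (0.904 to 0.917) had intervals below 1, and miR-128 at 1.18 (1.07 to 1.30) and miR-129 at 1.45 had intervals above it. The list named miR-153 without a letter, so miR-153a at 0.445 (0.318 to 0.610), miR-153b at 0.672 and miR-153c at 0.652 were not in it; with them the median was -0.26 at percentile 38.3. With members going both ways, a smaller share of the tissue cannot be told apart from other causes. As the whole cause of miR-219 and miR-7b it is argued against, since 10 of the 11 miRNAs had intervals above the upper end of 0.459 reached by these, the exception being miR-153a. A part of the decrease, and a change in the cells that hold miR-7 or miR-219, stay open. Developmental delay should raise miR-430, which is abundant in the early embryo. The summed miR-430 ratio was 0.802 (95% interval 0.795 to 0.810), with miR-430a, miR-430b and miR-430c each below 1, which argues against delay. Delay should also lower let-7, and its members went both ways. The summed let-7 ratio, which rests mostly on let-7a and let-7c, was 1.02 (0.979 to 1.06), but 4 of 6 members were lower, among them let-7g at 0.490 and let-7e at 0.696 (0.543 to 0.886), and let-7f was listed at 0 in the Tbx5 morphant library, so let-7 does not decide.

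The other lists written before the data were examined had medians of -0.08 for muscle and heart (percentile 76.7), -0.14 for sensory organs (49.9), -0.52 for blood (15.0), -0.19 for gut and liver (43.9), 0.10 for skin and epithelium (95.8), -0.14 for endothelium (68.2), -0.25 for the early embryo (17.2; -0.39 with miR-430j at its limit), -0.13 for the let-7 family (59.2) and -0.01 for cartilage and limb (64.4). The blood list shares miR-223 with the inflammation list, and the gut and liver list shares miR-192 and miR-194a with the p53 list. None of these holds a miRNA of Fig. 1D. The muscle and heart list therefore did not stand apart in these whole embryos.

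In the Tbx5 morphant library 11 miRNAs were listed at 0, and in the MO-Ct library 0 were. Sampling at the lower depth is argued against, because at the MO-Ct shares only 0.0602 miRNAs were expected with no read. At the same shares 9.76 miRNAs were expected with 1 to 10 reads in the Tbx5 morphant library, where 0 were listed. A minimum number of reads is a candidate explanation, but in the MO-Ct library 2 miRNAs were listed under 11 reads, so the same minimum was not applied to both, and a minimum on one library cannot be told apart from a loss of these rare miRNAs. Values of 0 in these data are therefore not read as absence.

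The FC depended on the level of the miRNA in an uneven way. Of the 28 miRNAs with a mean of 200 to 500 rpm, 26 were lower in the Tbx5 morphant library, with a median log2 FC of -0.52. The median was -0.27 for the 31 miRNAs of 50 to 200 rpm and -0.0017 for the 43 miRNAs of 500 to 2000 rpm. Above 2000 rpm it was -0.14, with 29 of 43 lower. Below 50 rpm it was 0.099 for the 17 miRNAs with a ratio, 8 of them lower, and a further 11 were listed at 0. The band of 200 to 500 rpm holds 4 of the 7 miRNAs past both thresholds, miR-19a among them. Only 6 of 10000 random sets of 28 miRNAs had a median as low, but the band was chosen after its values were seen and several of its members belong to the same families, so chance cannot be told apart from a cause. A stronger loss of rare sequences in the shallower library would lower the miRNAs of 50 to 200 rpm at least as much. They were higher by 0.25, a difference that did not stand out (one-sided permutation test with 100000 permutations, p = 0.112). Below 50 rpm the miRNAs with a ratio were not shifted down, whereas the 11 listed at 0 would go with such a loss. A loss of rare sequences therefore also cannot be told apart from the other explanations. Other libraries of the same kind could show whether the low band of 200 to 500 rpm is a property of the protocol.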
